# Psoriatic arthritis subtypes are phenocopied in humanized mice

**DOI:** 10.1172/jci.insight.178213

**Published:** 2024-07-02

**Authors:** Christopher T. Ritchlin, Javier Rangel-Moreno, Delaney Martino, Brian Isett, Ananta Paine, Soumyaroop Bhattacharya, Jeffrey Fox, Ernest M. Meyer, Riyue Bao, Tullia Bruno, Francisco Tausk, Maria de la Luz Garcia-Hernandez

**Keywords:** Dermatology, Inflammation, Arthritis, Autoimmune diseases

## Abstract

Psoriatic arthritis (PsA) is a complex inflammatory disease that challenges diagnosis and complicates the rational selection of effective therapies. Although T cells are considered active effectors in psoriasis and PsA, the role of CD8^+^ T cells in pathogenesis is not well understood. We selected the humanized mouse model NSG-SGM3 transgenic strain to examine psoriasis and PsA endotypes. Injection of PBMCs and sera from patients with psoriasis and PsA generated parallel skin and joint phenotypes in the recipient mouse. The transfer of human circulating memory T cells was followed by migration and accumulation in the skin and synovia of these immunodeficient mice. Unexpectedly, immunoglobulins were required for recapitulation of the clinical phenotype of psoriasiform lesions and PsA domains (dactylitis, enthesitis, bone erosion). Human CD8^+^ T cells expressing T-bet, IL-32 and CXCL14 were detected by spatial transcriptomics in murine synovia and by immunofluorescence in the human PsA synovia. Importantly, depletion of human CD8^+^ T cells prevented skin and synovial inflammation in mice humanized with PsA peripheral blood cells. The humanized model of psoriasis and PsA represents a valid platform for accelerating the understanding of disease pathogenesis, improving the design of personalized therapies, and revealing psoriatic disease targets.

## Abstract 2

A humanized psoriatic arthritis and psoriasis mouse model recapitulates human disease, including T cells producing IL-32 and CXCL14, allowing for exploration of potential therapeutic targets.

## Introduction

Psoriatic arthritis (PsA), a complex systemic disorder, is widely variable in presentation and disease course, which challenges diagnosis, prognosis, and treatment (1, 2). Heterogeneity in the number and extent of domains involved (skin, peripheral joints, entheses, spine) is another characteristic feature of PsA, and it is likely that mechanisms of inflammation are not the same across involved tissues (3–5). Although a wide array of options to treat PsA is available is available, joint outcomes have not improved significantly over the last two decades, and complete remission is rare (6). These features underscore the need for a personalized, mechanistically based treatment approach. A major strategy applied to better define disease pathways in psoriasis (PsO) and PsA focuses on preclinical models of PsO and inflammatory arthritis.

Several PsO and PsA murine models are currently available, each with unique advantages and weaknesses (4, 7). These preclinical models often provide insights into the contribution of immune cell populations and cell-cell interactions in target tissues but do not fully recapitulate elements driving pathogenesis in human psoriatic plaques and synovio-entheseal structures. Furthermore, the microbial environment and immune system differ in mice and humans, and the heterogeneity of disease in humans cannot be replicated in the murine environment.

In addition, current rodent models are not ideal for testing immunotherapies owing to differences in the human and murine immune system. One approach to overcome these barriers is the utilization of human/murine chimeras in which human cells, sera, or tissues are transferred into immunodeficient mice, where they engraft and trigger inflammation and mimic human tissue pathology (8–13). The NSG-SGM3 transgenic strain is an in vivo model designed to improve engraftment of human leukemia cells (14). It provides insights into the interaction between normal human immune cells and specific patient-derived tumors. These immunodeficient mice lack mature T cells, B cells, and functional NK cells and mouse cytokine signaling. They have 3 coinjected human transgenes coding for stem cell factor, granulocyte/macrophage colony-stimulating factor, and IL-3, which provide cell proliferation and survival signals that increase over time. Previous studies demonstrated improved engraftment of diverse human immune populations, including CD4^+^ cells, CD8^+^ cells, Tregs, B cells, and myeloid dendritic cells, among others (15). Humanized mice can accelerate therapeutic development by providing an optimal microenvironment to examine pivotal human pathophysiologic cells and signaling molecules in blood and target tissues. These mice also provide a platform to test various cell and anti-cytokine-based therapeutic strategies that target pathways involved in the initiation and persistence of PsO and PsA (16, 17).

Based on the success of the NSG-SGM3 model in immuno-oncology, we examined if engraftment of cells is observed after these mice are injected with PBMCs from patients with PsO and PsA. We also injected the mice with serum from the patient to activate the engrafted human cells. Our mouse model recapitulates the clinical PsO and PsA phenotypes (psoriasiform plaque, pannus formation, erosive or nonerosive arthritis, dactylitis), and it shows expansion of effector memory T cells in PsO and PsA humanized mice, along with an increase in stem cell memory CD8^+^ T cells. Finally, CD8^+^ T cells in the blood of patients with PsA have the capacity to migrate to the joints of hu-PsA mice, which allowed us to define their molecular profiles using spatial transcriptional analysis.

## Results

### Patient population

Characteristics of patients with PsO, patients with PsA, and controls are shown in Table 1. We recruited 4 patients with PsO vulgaris, and 1 patient also had hidradenitis suppurativa. Of the 6 patients with PsA selected, 4 had nonerosive arthritis, 1 had joint space narrowing in the hand joints on plain radiographs, and 1 patient showed prominent dactylitis in several digits.

Human memory effector and stem CD8^+^ T cells are enriched in the peripheral blood of humanized mice 30 days after intravenous injection. The central contribution of CD8^+^ T cells to the pathogenesis of PsO and PsA is substantiated by class I MHC associations, oligoclonal CD8^+^ T cell expansion in the epidermis and synovium, and the clinical observation of extreme skin and joint phenotypes in patients with human immunodeficiency virus disease and low CD4 counts (18–20). Therefore, a valid humanized murine model of PsO and PsA must demonstrate CD8^+^ T cell survival. We intravenously injected 1.1 × 10^7^ PBMCs and sera from individual patients to test whether human CD8^+^ T cells engraft in NSG-SGM-3 mice. We then harvested spleens from humanized mice reconstituted with PBMCs and sera from healthy donors (hu-HC), patients with PsO (hu-PsO), and patients with PsA (hu-PsA) on day 30 after cell injection. Staining of spleens revealed a comparable engraftment efficiency of CD45^+^ hematopoietic cells in all experimental mice (Figure 1, A and B).

We collected peripheral blood from the mouse renal vein, 1 month following injection of PBMCs and sera to evaluate the efficiency of CD8^+^ T cell reconstitution by flow cytometry and to define the fate of human CD8^+^ T cell transfer to the mice. The abundance of circulatory central memory (CM; PsO, 8.11% ± 5% vs. hu-PsO, 7.12% ± 4%), effector memory reexpressing RA (PsO, 32.25% ± 25% vs. hu-PsO, 28.05% ± 11%), and stem cell memory (PsO, 34.76% ± 8% vs. hu-PsO, 26.23% ± 20%) CD8^+^ T cells was similar in patients with PsO and humanized PsO NSG-SGM3 mice (Figure 1C and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.178213DS1). In contrast, naive CD8^+^ T cells were decreased in hu-PsO mice (PsO, 8.91% ± 1% vs. hu-PsO, 0.48% ± 0.04%). Of note, a global and significant increase in the percentage of effector memory cells was observed in humanized PsO mice (hu-PsO, 37.79% ± 16% vs. PsO, 15.94% ± 10%; hu-PsA, 22.56% ± 19% vs. PsA, 18.73% ± 11.9%) (Figure 1, C and D). Patients with PsA demonstrated higher numbers of peripheral CM CD8^+^ T cells compared with patients with PsO. CM CD8^+^ T cells were slightly increased in humanized PsA mice, and the percentage of naive and SCM T cells was increased in the peripheral blood of humanized PsA mice following intravenous injection of human PBMCs (Figure 1D). These data revealed that CD8^+^ T cell subpopulations engraft and expand in the peripheral blood of the NSG-SGM-3 mice 1 month after intravenous transfer.

#### Humanized mice phenocopied PsO and PsA clinical features.

Humanized mice serve as informative models for the study of immune responses, infections, and therapeutic drug development in cancer (21–25). We took advantage of the expansion of memory CD8^+^ T cells (hu-PsA and hu-PsO mice) and central memory cells (hu-PsA mice) to assess whether human circulating memory immune cells isolated from patients with PsO and PsA induce psoriasiform lesions and arthritis in NSG-SGM3 mice. The mice were injected with sera and PBMCs from healthy controls (HCs), untreated patients with PsO with active plaques, or patients with PsA with dactylitis and nonerosive or erosive arthritis. The hu-PsO and hu-PsA mice, injected with cells and sera from patients with active psoriatic plaques, developed psoriasiform lesions (Figure 2A, right) with a significant increase in epidermal thickness (hu-HC, 48.5 μm^2^ vs. hu-PsA, 132 μm^2^, *P* = 0.0006; hu-HC, 48.5 μm^2^ vs. PsO, 159.25 μm^2^, *P* = 0.0001) (Figure 2B, top middle and right, and Figure 2C) and proliferating CD3 T cells (hu-HC, 16 cell/μm^2^ vs. hu-PsA, 204 cells/μm^2^) (Figure 2B, bottom). Of note, mice engrafted with PBMCs without serum from a patient with PsA had modest immune cell synovial infiltration (Supplemental Figure 2A). We also found that mice injected with sera alone from HCs, patients with PsO, or patients with PsA did not induce histopathological changes in mouse epidermis. In addition, mice injected with HC sera and PBMCs isolated from a patient with PsA did not develop psoriasiform plaques (Supplemental Figure 2B, bottom). Interestingly, plasma cells identified in the spleens of hu-PsO and hu-PsA mice are the likely sources of newly synthesized human immunoglobulins in the humanized mice (Supplemental Figure 3, A and B). Alternatively, considering their prolonged half-life, some serum immunoglobulins might have persisted in the humanized mice after serum transfer.

We found that hu-PsA mice injected with PBMCs and sera from patients with active nonerosive arthritis demonstrated swollen ankles and extensive pannus infiltration areas (Figure 3, A and B). Inflammatory infiltrating cells were primarily composed of type-1 proliferating Ki67^+^T-bet^+^CD3^+^ T cells, Ki67^+^CD3^+^CD8^+^ T cells, and CD8^+^ T cells adjacent to CD14^+^ macrophages (Figure 3, C–E, right top, middle, and bottom). The number of infiltrating type 1 T cells (hu-HC, 1.75 vs. hu-PsA, 37.5, *P* = 0.017; hu-PsO, 7.5 vs. hu-PsA, 37.5, *P* = 0.036) and infiltrating CD8^+^ T cells was higher in hu-PsA mice (Figure 3E, top and middle, and Figure 3, F and G) compared with hu-HC and hu-PsO mice (hu-HC, 1.5 vs. hu-PsA, 20, *P* = 0.032; hu-PsO, 3.0 vs. hu-PsA, 20, *P* = 0.048) (Figure 3, C and D, top and middle). The hu-PsA mice generated from a patient with PsA radiographic joint changes showed prominent pannus formation with adjacent joint erosion and positive TRAP staining in the surrounding tissue (Figure 4, C–E) compared with Hu-HC (Figure 4, A, D, and E) and hu-PsA with no erosive phenotype (Figure 4, B, D, and E). Joint erosions and positive TRAP staining were not observed in the mice injected with PBMCs and sera from patients with nonerosive arthritis (Figure 4B, top and bottom). Another patient with PsA manifested prominent dactylitis in 4 digits, and mice injected with her PBMCs and sera developed several diffusely swollen digits (Figure 5, A and B, right) with prominent infiltration by immune cells in the subcutaneous tissue (Figure 5C) and considerable accumulation of proliferating type 1 T cells (Figure 5, D and E). Together, the experiments demonstrate that specific skin and joint features exhibited by patients with PsO and PsA show phenotypic resemblance in NSG-SGM3 mice.

#### Sera components from patients with PsO and patients with PsA are required to induce the skin and arthritis disease phenotype.

Although elevated plasma levels of IgG antibodies specific for carbamylated LL-37 (26), ATL5 (27), and HNRNPA1 (28) are reported in patients with PsO, a direct link between these antibodies and disease pathogenesis is not formally established. Thus, both PsO and PsA are considered immune-mediated inflammatory disorders, especially owing to the absence of a confirmed autoantigen (29). The requirement for the combined injection of sera and PBMCs in this model raised questions about the soluble molecular factors essential for skin and a higher level of joint inflammation. To address these questions, we injected 5 groups of NSG-SGM3 mice with complete sera from (a) a healthy donor, (b) total PsA sera, (c) heat-inactivated PsA sera (no complement), (d) immunoglobulins, or (e) low-molecular-weight sera proteins (<30 Kd: cytokines, chemokines) from a single patient with PsA. Three hours after injection, all 5 groups were engrafted with PBMCs isolated from the same patient with PsA. Mice injected with immunoglobulins and complete or heat-inactivated sera from a patient with PsA and engrafted with autologous PsA PBMCs developed characteristic psoriasiform skin lesions (Figure 6, A and B) and arthritis (Figure 6G). Abundant proliferative-infiltrating CD3 T cells (CD3^+^Ki67^+^ cells) were detected in the skin (Figure 6, C and E), and type 1 T cells were numerous in ankle synovial tissue of hu-PsA mice (Figure 6, F and H). In contrast, mice injected with HC sera or low-molecular-weight PsA sera proteins and engrafted with PsA PBMC did not show signs of psoriasiform skin lesions (Figure 6, A, B, and D) or arthritis (Figure 6G).

We also injected immunodeficient mice with sera from healthy donors or patients with PsO. We injected PsO sera that was heat inactivated or contained only donor immunoglobulins or low-molecular-weight serum proteins. PBMCs from the same donor patients were also injected. Only mice injected with total or heat-inactivated psoriatic sera or immunoglobulins with PBMCs developed psoriasiform skin lesions (Supplemental Figure 4A) with increased skin thickness (Supplemental Figure 4B) and abundant skin-infiltrating-immune cells (Supplemental Figure 4C). Mice injected with HC or low-molecular-weight sera proteins and engrafted with PsO PBMCs did not show a skin phenotype (Supplemental Figure 4, A, B, and E). These data indicate that sera immunoglobulins are required for the development of skin and highly proliferative synovial phenotypes in the humanized murine model.

#### CXCL14 and IL-32 are elevated in hu-PSA joints and human PsA synovial tissue.

Cytokines and chemokines isolated from the sera, skin, or joints of patients with PsO and PsA modulate local and systemic immune responses by attracting and activating immune cells (19, 30–32). 

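Transcripts were counted with probes for human RNA in 95 regions of ankle synovium, 31 from hu-HC, 34 from hu-PsO and 30 from hu-PsA mice. These NSG-SGM3 mice had received serum and peripheral blood mononuclear cells of healthy controls, of patients with psoriasis or of patients with psoriatic arthritis. In the GeoMx assay, barcoded probes bind RNA in a tissue section, light releases the barcodes of a chosen region and the barcodes are sequenced. Regions were chosen by fluorescence of antibodies against human CD45 and CD8. The deposited values cover 1812 targets, of which 1 is the Negative Probe, a measure of background, and 2 Y-linked targets were not used here. The authors normalized the counts by the third quartile, took log2 and removed genes under 5.2 on that scale. Here the raw value of each target was divided by the third quartile of its region and multiplied by 38.73, the geometric mean of the third quartiles, before log2 was taken. On this scale the Negative Probe lay at 4.87 ± 0.15 (SD, n = 95 regions), just under the authors' limit for low expression. The 1286 targets at 5.2 or more in at least 10% of the regions were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. The total count per region ran from 6584 to 219985 in hu-HC, from 7407 to 210153 in hu-PsO and from 5865 to 378927 in hu-PsA. Each slide held regions of 1 group, and each group lay on 2 slides, hu-HC on slides 1 and 2, hu-PsA on slides 3 and 4, and hu-PsO on slides 6 and 7. No label ties a region to a mouse, so some regions share a mouse and p-values over regions are too small. Fits with the slide as a random block, given below, take 1 correlation within slides, 0.033, for all genes. Their p-values can also be too small, for genes whose 2 slides of a group differ more than that. The labels do not separate CD8+ from CD8- regions, and both kinds were analysed together. Their share in each group is not known, so a difference between groups cannot be told apart from a different mix of regions. Whether a probe also binds mouse RNA was not tested here.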

We examined ankle synovial CD45^+^ hematopoietic cells and CD45^+^CD8^+^ T cells in hu-HC, hu-PsO, and hu-PsA mice with GeoMx digital spatial profiler and next-generation sequencing (NGS) readout, combined with nSolver software, to define their molecular gene expression profiles. The sequencing readout did not show any difference between hu-HC and hu-PsO mice joints. In contrast, examination of hu-PsA joints with volcano plots showed a considerable enrichment of synovial CXCL14 and IL-32 expression in CD45^+^CD8^+^ regions (Figure 7A), which was absent in CD45^+^CD8^–^ regions (Figure 7B). 

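Over regions, some genes of collagen, of T cells and of cell division passed the test as higher in hu-PsO than in hu-HC joints, and CCL15, XCR1, TXNIP, KRT5 and KRT14 were among those that passed as lower, while no gene passed on slide means or without slide 6. COL3A1 and COL1A1, which encode fibrillar collagens, rose by log2 fold changes of 0.50 (SE 0.13, adjusted p = 0.00973) and 0.42 (SE 0.11, adjusted p = 0.00825). CD2, an adhesion molecule of T cells, rose by 0.35 (SE 0.11, adjusted p = 0.0253), and TIGIT, an inhibitory receptor of T cells, by 0.33 (SE 0.08, adjusted p = 0.00669). CCL15, a chemokine, was at 5.76 ± 0.47 (SD, n = 34 regions) in hu-PsO and 6.48 ± 0.51 (SD, n = 31 regions) in hu-HC, a log2 fold change of -0.72 (SE 0.11, adjusted p = 9.29e-06). XCR1, a chemokine receptor of cross-presenting dendritic cells, had a log2 fold change of -0.30 (SE 0.05, adjusted p = 1.85e-05), and TXNIP, which binds and inhibits thioredoxin, one of -0.38 (SE 0.07, adjusted p = 9.91e-05).
Of 26 tested proliferation genes, 7 rose and none fell (10 higher and 1 lower when adjusted over the list alone). Among them were TYMS, which makes thymidylate for DNA synthesis, at 0.27 (SE 0.07, adjusted p = 0.0163), and BIRC5, a protein of the mitotic spindle, which lay close to the Negative Probe in hu-HC, at 0.20 (SE 0.04, adjusted p = 0.0011). The proliferation list passed camera, which compares a list with all other genes (adjusted p = 0.00736, and adjusted p = 0.419 with an estimated correlation). With its preset correlation between genes, camera gave a p under 0.05 in 20.4% of tests on shuffled regions, so its calls are too many. Of 22 genes of T cell identity, 3 rose and none fell (5 higher when adjusted over the list alone; camera adjusted p = 0.0111, and adjusted p = 0.574 with an estimated correlation). Of 12 genes of immune checkpoint and exhaustion, 4 rose and none fell (5 higher when adjusted over the list alone), among them CTLA4, a brake on T cell activation, which lay close to the Negative Probe in hu-HC, at 0.19 (SE 0.05, adjusted p = 0.0153). Of 11 genes of the type 1 T cell list, 1 rose and none fell (3 higher when adjusted over the list alone). Both of these lists had a camera adjusted p of 0.0238, and an adjusted p of 0.419 with an estimated correlation. Of 13 genes of the fibroblast and matrix list, 2 rose and none fell (4 higher when adjusted over the list alone; camera adjusted p = 0.0467, and adjusted p = 0.419 with an estimated correlation). The median log2 fold changes of these lists were 0.08 for proliferation, 0.12 for T cell identity, 0.07 for immune checkpoint and exhaustion, 0.09 for type 1 T cell and 0.09 for fibroblast and matrix, and with values scaled to housekeeping genes those of proliferation, immune checkpoint and exhaustion and type 1 T cell were -0.02 and that of fibroblast and matrix -0.01, against -0.08 for all genes. HLA-DRA, an MHC class II chain, rose by 0.32 (SE 0.08, adjusted p = 0.00646). Of 13 epithelial genes, not expected in synovium, 3 fell and none rose (3 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.179, and adjusted p = 0.574 with an estimated correlation), with the basal keratins KRT5 at -0.22 (SE 0.05, adjusted p = 0.00604) and KRT14 at -0.15 (SE 0.05, adjusted p = 0.0391). KRT18, another keratin, had a log2 fold change of 0.22 (SE 0.08, adjusted p = 0.083). Whether the probes for collagens and keratins also bind mouse RNA was not tested. Each gene named here had the same direction in 4 of 4 pairs of an hu-PsO slide with an hu-HC slide, which was a condition in choosing the largest rises and falls to name and so adds no support for those genes; of all 1286 tested genes 508 had it, and of the 124 called genes 121.
Across all tested genes, limma called 66 higher and 58 lower in hu-PsO than in hu-HC, 124 in all, against 55 by edgeR and 35 by DESeq2. The balance of directions depended on the scaling, with 11 higher and 24 lower after scaling to housekeeping genes, 27 and 82 with a pseudocount of 1, 47 and 72 with a pseudocount of 0.5, 65 and 71 after quantile normalization, and 23 and 84 in the deposited background-subtracted values, a setting chosen after the data were seen. With the slide as a random block 10 genes passed, among them CCL15 (adjusted p = 8.48e-04), XCR1 (adjusted p = 0.00183), TXNIP (adjusted p = 0.00914) and BIRC5 (adjusted p = 0.0372), the other called genes named had adjusted p-values of 0.0829 to 0.205, and limma on slide means called 0 genes (99 at an unadjusted p under 0.05). As the block takes 1 correlation for all genes, its p-values can be too small. The slide pairs of CCL15, for example, ran from -1.22 to -0.22. Without slide 6, limma called 0 genes (128 at an unadjusted p under 0.05; adjusted p = 0.114 to 0.946 for the called genes named), without slide 7 it called 295, and without slide 1 it called 16, which did not include CD2, TIGIT, CTLA4, HLA-DRA, TYMS, KRT5 and KRT14 (adjusted p = 0.125 to 0.198), while without slide 2 COL3A1, COL1A1, CD2, TIGIT, TYMS and KRT14 did not pass (adjusted p = 0.055 to 0.235).

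**Figure D1:**
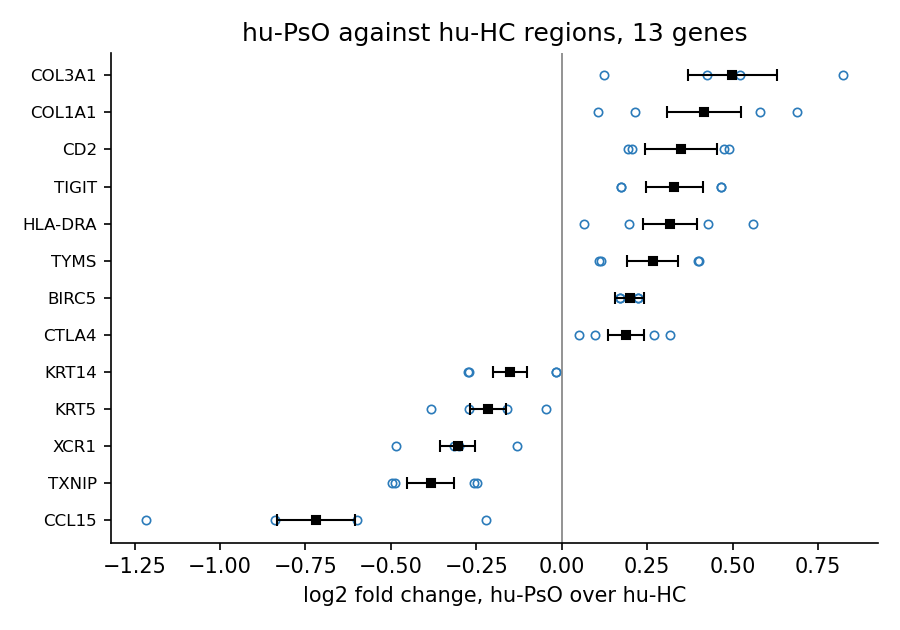
Log2 fold change of 13 genes between hu-PsO (n = 34 regions) and hu-HC (n = 31 regions), with black squares for the fold change and bars for its standard error. Open circles give the difference of means for each of the 4 pairs of an hu-PsO slide with an hu-HC slide, which run from -1.22 to -0.22 for CCL15. That all 4 lie on the same side of 0 was a condition in choosing COL3A1, COL1A1, CD2, TIGIT, HLA-DRA, TYMS, CCL15, XCR1 and TXNIP.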

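IL32, which encodes a proinflammatory cytokine, was at 6.40 ± 1.05 (SD, n = 30 regions) in hu-PsA, 6.14 ± 0.75 (SD, n = 34) in hu-PsO and 5.67 ± 0.34 (SD, n = 31) in hu-HC, on the log2 scale. It rose in hu-PsA over hu-HC by a log2 fold change of 0.73 (SE 0.19, adjusted p = 0.00476), in 4 of 4 slide pairs. Between hu-PsA and hu-PsO the log2 fold change of IL32 was 0.26 (SE 0.19, adjusted p = 0.585), above 0 in 3 of 4 slide pairs. CXCL14, which encodes a chemokine, was at 5.95 ± 0.45 in hu-PsA, 5.85 ± 0.50 in hu-PsO and 5.65 ± 0.46 in hu-HC (SD, with the same numbers of regions). Its log2 fold change was 0.11 (SE 0.12, adjusted p = 0.756) between hu-PsA and hu-PsO, above 0 in 2 of 4 slide pairs, and 0.30 (SE 0.12, adjusted p = 0.0579) between hu-PsA and hu-HC, above 0 in 4 of 4.
IL32 exceeded 2 times the Negative Probe in 18 of 30 hu-PsA, 18 of 34 hu-PsO and 10 of 31 hu-HC regions, and CXCL14 did so in 15, 12 and 10 of them. Of the 1286 tested genes, 4 passed between hu-PsA and hu-PsO (169 at an unadjusted p under 0.05), each at an adjusted p of 0.0325 from limma and each with the same direction in 4 of 4 slide pairs. LRP1, an endocytic receptor, rose by 0.24 (SE 0.06), and CSF1, the growth factor of macrophages and osteoclasts, by 0.16 (SE 0.04). HLA-DRB5, an MHC class II chain, had a log2 fold change of -0.30 (SE 0.07), but lay at background in hu-PsA (4.87, with the Negative Probe at 4.89), so the size of this difference is not a measure of its fold change. CD8B, a chain of the CD8 coreceptor, had a log2 fold change of -0.24 (SE 0.06). CD8A, the other chain, was at -0.24 (SE 0.13, adjusted p = 0.415), below 0 in 2 of 4 slide pairs, and at 0.13 without slide 3 and -0.61 (adjusted p = 0.00372) without slide 4. As a list, the CD8 coreceptor passed camera as lower in hu-PsA (adjusted p = 0.0178, and adjusted p = 0.317 with an estimated correlation), with 1 of 2 genes lower, also when adjusted over the list alone. RNA per region does not count cells, and the mix of CD8+ and CD8- regions in each group is not known. By staining, the paper reports more infiltrating CD8+ T cells in hu-PsA than in hu-PsO joints. The lists of 13 dendritic cell genes and of 13 epithelial genes passed camera as lower in hu-PsA (each adjusted p = 0.00472, and each adjusted p = 0.317 with an estimated correlation), although no member passed over all genes (4 and 5 lower when adjusted over the list alone). The same held for 8 liver genes, not expected in synovium (adjusted p = 0.0224, and adjusted p = 0.379 with an estimated correlation; 2 lower when adjusted over the list alone). Some members lay at background in hu-PsA. On slide 4, with the Negative Probe at 4.91, the dendritic cell genes CD1E and CD1B were at 4.89 and 4.97, and BATF3 at 5.21. Camera also makes too many calls, with a p under 0.05 in 20.4% of tests on shuffled regions. Between hu-PsA and hu-HC, IL32 had an adjusted p of 0.045 with the slide as a random block, and it did not pass on slide means (0.73, adjusted p = 0.271) or in the deposited background-subtracted values (0.52, adjusted p = 0.2), a setting chosen after the data were seen. With the slide as a random block the 4 genes had an adjusted p of 0.463, and limma called 0 genes between hu-PsA and hu-PsO (85 at an unadjusted p under 0.05), against 12 by edgeR and 4 by DESeq2 without a block. The balance of directions, 2 higher and 2 lower in hu-PsA, was 9 and 3 by edgeR, 17 and 13 after quantile normalization, 3 and 9 with a pseudocount of 1 or 0.5, 0 and 1 after scaling to housekeeping genes, and 1 and 62 in the deposited values. Without slide 7, the log2 fold changes between hu-PsA and hu-PsO were -0.03 for IL32 and -0.16 for CXCL14, and without slide 6 they were 0.58 and 0.41. Each of the 4 genes missed the threshold without at least 1 of the slides of these groups (adjusted p of 0.298 for LRP1 and 0.163 for CSF1 without slide 7, 0.182 for HLA-DRB5 and 0.283 for CD8B without slide 3), and without slides 1, 2, 3 and 6 in turn 12, 8, 7 and 36 genes were called. Without slide 2, IL32 between hu-PsA and hu-HC was at 0.71 (adjusted p = 0.0532), and CXCL14 passed there without slide 6 (adjusted p = 0.0418) or 7 (adjusted p = 0.0498). The paper states the enrichment from its volcano plots of CD45+CD8+ regions.

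**Figure D2:**
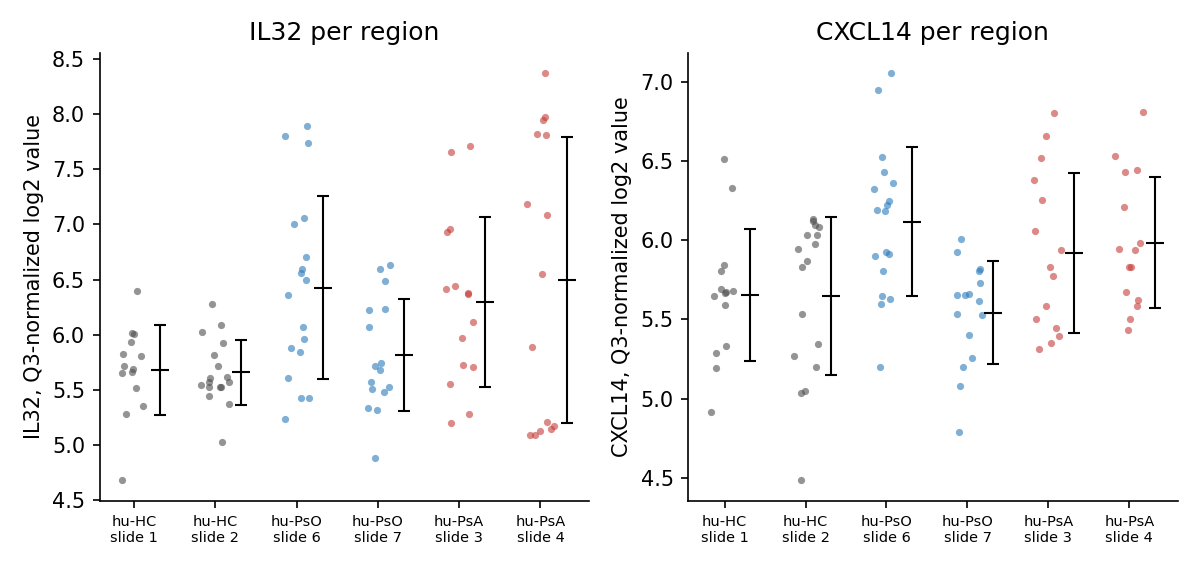
Values of IL32 and CXCL14 on the log2 scale in each of the 95 regions, by slide, with the mean and SD of each slide. The slide means of IL32 were 5.68 and 5.66 in hu-HC, 6.42 and 5.81 in hu-PsO and 6.29 and 6.50 in hu-PsA, but the regions of slide 4 do not lie around its mean of 6.50, with 6 of 15 at 5.09 to 5.21, 1 at 5.89 and 8 at 6.55 to 8.37.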

We performed immunofluorescence (IF) staining on synovial sections of hu-HC, PsO, and PsA mice and confirmed the higher number of CXCL14- and IL-32–producing CD8^+^ T cells in hu-PsA mice (Figure 7, E and F), compared with those populations in hu-HC (Figure 7C) and hu-PsO mice (Figure 7D). To demonstrate the clinical relevance of CXCL14- and IL-32–producing cells in PsA, we stained synovial tissue sections collected from patients with PsA and osteoarthritis and found IL-32^+^ and CXCL14^+^ cells in the synovial lining area and ectopic lymphoid aggregates of the patient with PsA. In contrast, fewer CD8^+^ T cells producing CXCL14 and IL-32 were identified in osteoarthritis synovium (Figure 8). These findings confirmed the presence of a population of human CD8 cells expressing both IL-32 and the chemokine CXCL14 in the inflamed synovia of humanized mice and in human PsA joints.

#### CD8^+^ T cells participate in the early stages of PsA pathogenesis.

To investigate the relevance of CD8^+^ T cells in PsA pathogenesis and to define whether CD8^+^ T cells modulate synovial immunity at the early stages of arthritis, we injected 2 groups of hu-PsA mice with anti-human CD8 or isotype antibodies at the time of PBMC injection. We found that mice depleted of human CD8^+^ T cells prior to engraftment had a lower percentage of circulatory CD8^+^ T cells (Figure 9A), which correlated with the absence of psoriasiform skin plaques (Figure 9B) and arthritis (Figure 9C). Histology revealed decreased skin inflammation (Figure 9D), compromised proliferation of CD3 T cells (Figure 9E) and reduced epidermal thickness (Figure 9F). In addition, pannus areas (Figure 9G) and proliferative CD3^+^CD8^+^ T cells (Figure 9, H and I) were diminished in mice treated with anti-CD8 antibodies, compared with mice treated with isotype control. These data demonstrate that serum and CD8^+^ T cells are pivotal effectors in PsA pathogenesis.

## Discussion

Herein, we generated a humanized mouse model of PsO and PsA that recapitulates human disease. We found that hu-PsO mice developed psoriasiform skin lesions without any signs of arthritis after injection of sera and PBMCs from patients with PsO. In contrast, hu-PsA mice developed psoriasiform skin lesions and arthritis when injected with sera and PBMCs from patients with PsA with active joint inflammation. Dactylitis and erosive arthritis were also phenocopied in these immunodeficient mice. Interestingly, despite the dominant contribution of T cells in PsO and PsA pathogenesis, serum was also required to induce the skin phenotype and synovitis, when compared with PBMCs alone. Psoriasiform lesions that arose in hu-PsO and hu-PsA mice were dependent on immunoglobulins and, given that the half-life of IgG antibodies is between 21 and 28 days, we looked for B cells and plasma cells in tissues 30 days after engraftment. Indeed, we detected CD138^+^ plasma cells in the spleens of NSG-SGM3 mice. Thus, persistence of human antibodies and production by engrafted plasma cells likely contributes to the phenotype of hu-PsO and hu-PsA mice. One possibility is that immunoglobulins engage the Fc receptors on human cells and induce the production of human cytokines in the skin, attracting more human immune cells from peripheral sites. Alternatively, autoantibodies produced against tissue antigens that cross react between human and mouse or immune complexes composed of human cytokines and anti-cytokines autoantibodies might be present. However, we cannot rule out that human cytokines also activate innate cells in the NSG-GSM3 mice, which then produce cytokines or other soluble factors that stimulate human cells. Indeed, human and mouse cytokines have some similarities. For example, IL-2 is known to stimulate mouse T cells (33). Of note, the absence of skin lesions and arthritis in NSG-SGM3 mice injected with sera and PBMCs from healthy donors rules out the possibility that the disease phenotype in the PsO and PsA humanized model is related to the xenoreactivity of human T cells against murine MHC class I and II antigens (34) and supports the concept that circulating cells in patients with PsO and PsA are driving skin and joint disease in NSG-SGM3 mice.

Several studies reported an increase in CD4^+^ and CD8^+^ T cells in the blood, skin, and synovial tissue of patients with PsO and PsA compared with HCs (35, 36). These cells secrete TNF, IL-17, and IFN-γ, cytokines responsible for maintaining local inflammation. While CD4^+^ T cells are also crucial effectors in PsO and PsA pathogenesis, we found that CD8^+^ T cells are required at the early stages of disease development, because their depletion was sufficient to prevent skin and joint disease, even in the presence of residual CD4^+^ T cells. A variety of CD8^+^ T cells have been identified in PsA blood and joints. One study showed that the percentage of tissue-resident memory CD8^+^ T cells (CD8^+^CD45RO^+^CCR10^+^ cells) exclusively increased in PsA but not PsO lesional skin (32). Synovial inflammatory CXCR3^+^CD8^+^ T cells, CXCR6^+^CD8^+^ T cells, and CD161^+^CD8^+^ T cells are also elevated in the synovial tissue of patients with PsA, compared with healthy individuals, and contribute to PsA onset (19, 32, 37, 38). Other reports documented that increased ex vivo activated CD8^+^ T cells expressing IL-17 are associated with arthritis symptoms and correlate with PsA disease activity (19). Although we did not find IL-17 transcripts, spatial transcriptomics lack sensitivity for detection of IL-17 given low RNA expression levels. 

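Transcripts of IL17A and IL17F, the cytokines of type 17 T cells, lay close to background in all groups. IL17A was at 5.13 ± 0.21 (SD, n = 30 regions) in hu-PsA, 5.14 ± 0.24 (SD, n = 34) in hu-PsO and 5.19 ± 0.23 (SD, n = 31) in hu-HC. It exceeded 2 times the Negative Probe in 2 of 95 regions, and its median ratio to the Negative Probe was 1.2. IL17F was at 5.09 ± 0.18, 5.11 ± 0.13 and 5.09 ± 0.20 in the same order, and exceeded 2 times the Negative Probe in 0 of 95 regions, with a median ratio of 1.16. The log2 fold changes between hu-PsA and hu-PsO were -0.02 (SE 0.06, adjusted p = 0.91) for IL17A, above 0 in 2 of 4 slide pairs, and -0.01 (SE 0.04, adjusted p = 0.91) for IL17F, also above 0 in 2 of 4.
Of 10 tested genes of the IL-17 axis, none passed between hu-PsA and hu-PsO and 1 fell in hu-PsA against hu-HC, also when adjusted over the list alone (camera adjusted p = 0.918 and 0.36).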

Additional immunochemistry studies are planned to address this important question. 

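Of TNF, IL6 and IL1B, cytokines of synovial inflammation, TNF was the one with regions above 2 times the Negative Probe, 6 of 95, while IL6 and IL1B had 0 of 95. TNF was at 5.35 ± 0.25 (SD, n = 30 regions) in hu-PsA, 5.40 ± 0.15 (SD, n = 34) in hu-PsO and 5.34 ± 0.25 (SD, n = 31) in hu-HC. The median ratio to the Negative Probe was 1.41 for TNF, 1.09 for IL1B and 0.997 for IL6, and IL6 fell under the limit for testing. Together with IL17A and IL17F these make a list of 5 cytokines, of which 4 were tested. In the 3 comparisons of the groups, limma called 0 of the 4, also when adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 called by edgeR or by DESeq2. Between hu-PsA and hu-HC the log2 fold change was 0.02 (SE 0.06, adjusted p = 0.884) for TNF, above 0 in 2 of 4 slide pairs, and -0.09 (SE 0.05, adjusted p = 0.181) for IL1B, below 0 in 4 of 4. The list had a camera adjusted p of 0.782 between hu-PsA and hu-PsO, 0.471 between hu-PsA and hu-HC and 0.714 between hu-PsO and hu-HC.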

Interestingly, we found the expression of IL-32 in CD45^+^CD8^+^ cells, suggesting that joint immunity could be exacerbated by cytokines induced by IL-32, including IL-17, TNF, IL-6, and IL-1β.

IL 32 is a proinflammatory cytokine produced by various cell types, including T cells, NK cells, epithelial cells, and macrophages (39). IL-32 orchestrates physiological and pathological processes, including immune responses, inflammation, and cancer development (40–43). Indeed, IL-32 mRNA and protein levels were increased in the plasma and PBMCs of patients with PsA compared with healthy individuals, and the IL-32α isoform was associated with the inflammation generated in patients with PsA (44). IL-32 can activate NF-κB and MAPK signaling pathways inducing the production of other proinflammatory cytokines, such as IL-6, IL-1β and TNF-α, further amplifying local inflammation. In addition, IL-32 can also stimulate the production of matrix metalloproteinases by synovial fibroblasts, contributing to cartilage and bone destruction (45). The presence of IL-32^+^CD8^+^ T cells in ankle synovial tissues of hu-PsA mice supports their potential contribution in joint inflammation and suggests this subset could be targetable for patients with PsA, especially those who develop refractory disease after treatment with an anti-TNF or IL-17i agent. We detected CD8^+^ T cells expressing CXCL14 in the synovia of hu-PsA mice and patients with PsA. CXCL14, a chemokine secreted by epithelial cells, fibroblasts, endothelial cells, macrophages, and dendritic cells could modulate leukocyte migration into the mouse joints (46).

A limitation of our humanized mice model is the lack of a complete human immune system, especially the absence of human primary lymphoid organs like the bone marrow and thymus, which are the main source of naive B and T cells. The deficiency in cytokine signaling also compromises the formation of lymph nodes, which are the centers for the induction of adaptive immune responses. Nevertheless, our results show that the capacity of self-renewal and the molecular programs in memory CD8^+^ T cells are sufficient for the initiation and maintenance of effector immune responses in target mouse tissues like the skin and synovial tissue. However, a more comprehensive study is required to examine the pathogenesis of PsO with a detailed analysis of human cells in murine skin. In addition, additional studies are warranted with more refined humanized mouse models that prevent the response against murine elements like MHC class I and class II that prolong disease duration and may help to understand the persistent contribution of CD8^+^ T cells to PsA development over time. It is also not completely understood whether murine molecules or other cell populations (innate immune, stromal) might facilitate the engraftment of human cells in mouse target tissues. Depletion of mouse immune cells and blockade of mouse cytokines/chemokines might help to elucidate the shared molecular and cellular networks that operate in this complex mouse-human chimeric system. Another limitation in our study is the small number of patients. However, the patients’ global and tissue-specific disease phenotypes have been recapitulated in additional humanized mice reconstituted with blood cells and sera from patients that were recently recruited in our studies (data not shown). Finally, despite of the lack of evidence supporting the induction of antigen-specific responses in the skin and synovial tissue of patients with PsO and PsA, we are currently performing TCR repertoire analysis in the target tissues of our humanized mice to determine the existence, stability, and longevity of human antigen-specific memory cells.

T-bet is highly expressed in synovial fluid of patients with PsA. T-bet is a transcription factor that regulates Th1 differentiation and function, including the expression of IFN-γ, IL-12Rβ2, and IL-18Rα (47). We found an increase of Ki67^+^T-bet^+^CD8^+^ T cells in the synovial tissue of hu-PsA mice. Previous reports showed T-bet^+^CD8^+^ T cells coexpressing both IL-17 and IFN-γ in psoriatic plaques (48, 49). This dual expression has been observed in several autoimmune diseases promoting inflammation and tissue damage (50). In addition, the expression of granzyme A and K in CD8^+^ T cells indicates effector function contributing to local inflammation (51, 52). Thus, our data support the concept that local antigenic activation of cells with Tc1 phenotypes are involved in the enhancement of local and systemic inflammation.

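GZMA and GZMK, which encode serine proteases of cytotoxic lymphocytes, lay near background, and their means over regions passed the test as higher in hu-PsA than in hu-HC joints. GZMA was at 5.38 ± 0.52 (SD, n = 30 regions) in hu-PsA, 5.30 ± 0.32 (SD, n = 34) in hu-PsO and 5.07 ± 0.23 (SD, n = 31) in hu-HC. Its log2 fold change was 0.31 (SE 0.09, adjusted p = 0.012) between hu-PsA and hu-HC, in 4 of 4 slide pairs. The medians of GZMA lay closer together, at 5.15 in hu-PsA and 5.05 in hu-HC, with a median ratio to the Negative Probe of 1.15 and 1.16 and a highest ratio of 5.31 and 1.72. GZMK was at 5.03 ± 0.22, 4.99 ± 0.21 and 4.78 ± 0.31 in the same order, with a log2 fold change of 0.25 (SE 0.06, adjusted p = 0.00278) between hu-PsA and hu-HC, in 3 of 4 slide pairs. In hu-HC GZMK lay at background (median ratio to the Negative Probe 0.967, against 1.09 in hu-PsA), so the size of this difference is not a measure of its fold change. Between hu-PsA and hu-PsO, the log2 fold changes were 0.07 (SE 0.09, adjusted p = 0.791) for GZMA, above 0 in 3 of 4 slide pairs, and 0.04 (SE 0.06, adjusted p = 0.82) for GZMK, above 0 in 2 of 4.
GZMA exceeded 2 times the Negative Probe in 6 hu-PsA, 4 hu-PsO and 0 hu-HC regions, and GZMK in 1 region of hu-PsA alone. Of 13 tested genes of the cytotoxic effector list, 3 rose and none fell between hu-PsA and hu-HC (6 higher when adjusted over the list alone; camera adjusted p = 0.094). Between hu-PsO and hu-HC, 2 rose and none fell (3 higher when adjusted over the list alone; camera adjusted p = 0.0581). None passed between hu-PsA and hu-PsO (1 lower when adjusted over the list alone; camera adjusted p = 0.946). The median log2 fold change of the cytotoxic effector list between hu-PsA and hu-HC was 0.07. It was -0.06 with values scaled to housekeeping genes and -0.14 in the deposited background-subtracted values. There the median of all genes was -0.13 and -0.26, so that the list lay above all genes in each. The housekeeping reference list also had a median of 0.07 between these groups before such scaling. A place above all genes is therefore not particular to cytotoxic genes. With the slide as a random block the adjusted p between hu-PsA and hu-HC was 0.0691 for GZMA and 0.0273 for GZMK, and neither passed on slide means (adjusted p = 0.304 for GZMA and 0.307 for GZMK), after scaling to housekeeping genes (0.17, adjusted p = 0.0636, and 0.10, adjusted p = 0.331), in the deposited values (adjusted p = 0.216 and 0.455), a setting chosen after the data were seen, or without slide 1 (adjusted p = 0.195 and 0.217). Without slide 4, the log2 fold change of GZMA between hu-PsA and hu-HC was 0.15 (adjusted p = 0.316), and between hu-PsA and hu-PsO it was -0.09.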

Psoriatic joint inflammation involves multiple tissues or domains and presents considerable challenges to the clinician. It is highly probable that disease pathways in skin, peripheral joints, entheses, and the axial skeleton differ between the domains and from patient to patient. To date, however, we have no animal models with the ability to recapitulate these phenotypes to provide the experimental platform to study the human cells that underlie inflammation in the different tissues. Thus, our model provides a strategy to understand the endotypes that underlie specific tissue phenotypes and an opportunity to decipher pathways of pathogenesis and treatment nonresponse. Moreover, injection of these mice with PBMCs and sera from nonresponder patients holds potential to identify pathways that mediate treatment resistance and to identify alternative targets. Thus, humanized mouse models combined with deep patient phenotyping may facilitate a precision-based medicine approach to help address the challenges of heterogeneity and complexity in psoriatic disease.

In summary, we generated a humanized model of PsO and PsA by injecting PBMCs and sera from clinically, well-characterized patients with PsO and PsA. These mice developed psoriasiform skin lesions and arthritis as seen in the patients. It was clear that T cells proliferated in the synovial tissue of PsA mice and enhanced arthritis by producing CXCL14 and IL-32, which likely exacerbated local and systemic inflammation. However, it remains to be clarified whether immune cells were systemically distributed in the NSG-SGM3 mice through the blood flow or because they were educated in patients, acquiring the homing programs that allowed them to selectively migrate to target mouse tissues. Additional studies are required to understand the molecular crosstalk between murine cells and sera components involved in development of psoriasiform skin lesions and arthritis. We found that hu-PsO and hu-PsA mice recapitulate human disease and represent a promising and practical platform to examine the diverse cellular and molecular endotypes in PsO and PsA, with the potential to improve the design of successful personalized therapies for these patients.

### Materials

#### Sex as a biological variable.

To ensure proper engraftment of human cells in humanized mice, we sex-matched human donors with mouse recipients to prevent the potential reaction of host against sex-antigens in the donor. Thus, the results from our study are translatable to men and women with PsO or PsA.

#### Patient recruitment.

Patients were recruited from the Combined Psoriasis and Psoriatic Arthritis Clinic at the University of Rochester Medical Center. Consecutive patients with PsO and PsA, naive to conventional synthetic or biologic Disease Anti-Rheumatic Agents (DMARDS), were recruited if they had active PsO based on a dermatologic assessment or PsA according to CASPAR Criteria (53). 70 mL of blood was drawn with informed patient consent to isolate PBMCs and sera. HCs were recruited and screened and excluded if they demonstrated current or prior PsO, arthritis, malignancy, or systemic inflammatory disorders. The PsO lesions were evaluated with the Psoriasis Area Severity Index Score (54) and the extent of PsA with the Disease Assessment in Psoriatic Arthritis score (55). Radiographs of hands, feet and any other joints were also obtained and reviewed.

#### PBMC isolation, flow cytometry, and sera collection.

Human PBMCs were isolated from whole blood using SepMate tubes following the manufacturer’s instructions (85450, StemCell Technologies). Mouse blood was collected from the renal vein in heparinized tubes (365971, BD), diluted at a 1:1 ratio with PBS, and overlaid on Polymorphs (00121, Accurate Chemical) to separate blood leukocytes. 1 × 10^6^ leukocytes were stained with the LIVE/DEAD Fixable Aqua Dead Cell Stain Kit for 30 minutes (L34966, Thermo Fisher Scientific) and washed twice with PBS containing 2% of heat-inactivated FBS (12550H, Thermo Fisher Scientific) and 2 mM EDTA. Nonspecific binding was prevented by incubation with 10 μg/mL Fc block (clone 2.4G2, BE0307, RRID:AB_2736987, BioXcell) for 10 minutes on ice. Cells were washed twice and stained with CD3-AF700 (clone OKT3, 317340, RRID:AB_2563408), CD4-APCy7 (Clone RPA-T4, 300518, RRID:AB_314086), CD8-PEcy5 (clone SK1, 344770, RRID:AB_2904367), IL-2Rβ-APC (clone TU27, 339008, RRID:AB_2123575), CD62L-PerCP/Cyanine 5.5 (clone DREG-56, 304824, RRID:AB_2239105), CD45RA-BV711 (clone HI100, 304138, RRID:AB_2563815), CD95-BV785 (clone DX2, 305646, RRID:AB_2629742), and CD27-PE/Dazzle 594 (clone M-T271, 356422, RRID:AB_2564100). Cell acquisition was performed on an LSRII cytometer (BD Biosciences), and data were analyzed with FlowJo software (Treestar). Flow cytometry antibodies were purchased from Biolegend. Blood was collected in tubes with gel, incubated for 30 minutes on ice, and spun at 821*g* for 10 minutes at 4°C to collect sera.

#### Immunoglobulin isolation, protein quantification, and sera inactivation.

1 mL of saturated ammonium sulfate was slowly added to 1 mL of sera to bring the final concentration of sera to 50%. The mixture was centrifuged at 1,847*g* for 10 minutes at 4°C. The supernatant was discarded, and the pellet was resuspended with 1 mL of PBS. Next, 500 μL of saturated ammonium sulfate was added slowly as previously described. This step was performed twice. The final pellet was resuspended in 1 mL of PBS and dialyzed against 3 changes of PBS for 24 hours. Protein was quantified using a micro Bicinchoninic Acid protein assay kit (23227, Thermo Fisher Scientific). 1,200 μg of immunoglobulins was injected into NSG-SGM3 mice prior to PBMC engraftment and 1 mL of sera was heated at 56°C for 30 minutes to inactivate the complement. Sera were then cooled down and 150 μL of heat-inactivated sera was injected into NSG-SGM3 mice.

#### Mice.

NSG-SGM3 mice were obtained from The Jackson laboratory (strain 013062, RRID:IMSR_JAX:013062) and bred in the animal facility at the University of Rochester Medical Center. Mice were maintained under pathogen-free conditions and received medicated diet and acid water.

#### Generation of humanized mice and evaluation of CD8^+^ T cell–mediated inflammation in PsO and PsA pathogenesis.

Three groups of NSG-SGM3 mice were intraperitoneally injected with 150 μL of sera collected from HCs, treatment-naive patients with PsO with active plaques, and patients with PsA with diverse phenotypes, including active plaques, predominant dactylitis, and nonerosive or erosive arthritis. Mice were injected with 1.1 × 10^7^ PBMCs from the same patient, 3 hours after serum injection. We collected mouse blood leukocytes, 3 mm skin punch biopsies, and front and back limbs on day 30 after PBMC injection for further studies. Two additional groups of NSG-SGM3 mice were injected with sera and PBMCs from patients with PsA. One group of hu-PsA mice was injected with depleting CD8 antibodies and a second group with isotype control antibodies. Mice were sacrificed on day 30 after PBMC injection, and murine specimens were collected as described above.

#### Collection of mouse target tissues and staining for GeoMx digital profiling preparation.

Front and back paws from hu-HC, hu-PsO, and hu-PsA mice were collected on day 30 after sera and PBMC transfer. Mouse tissues were fixed in 10% formalin for 48 hours and washed with DEPC-treated water. Skin samples were transferred to 70% ethanol. Front and back paws were decalcified in 14% of EDTA for 2 weeks before being embedded in paraffin. Then, 4 μm tissue sections were cut and mounted on Leica HistoCore Permaslide plus (Leica, catalog 3800455). The slides were processed following the NanoString protocols as documented in Manual Slide Preparation MAN-10150-01. The slides were stained with antibodies specific for human anti-CD8 (EPR21769, ab230156, Abcam) and anti-CD45 (EM-05, NBP1-44763, RRID:AB_10008064, Novus Biologicals). Stained slides were loaded and scanned onto a GeoMx instrument. Seven ROIs were selected based on the CD45 and CD8 fluorescent staining and autosegmentation algorithm. Photocleaved oligonucleotides from the ROI were collected and sent to the Genome core for NGS.

#### Library preparation and sequencing.

Collected products were processed and sequenced at the University of Pittsburgh Health Sciences Sequencing Core. Requested sequencing depth was calculated from the total collected area. The collected product was sequenced on an Illumina NextSeq 2000. The resulting FASTQ files were decoded and processed into count files using the NanoString GeoMx NGS Pipeline app version 2.0.21 in the Illumina BaseSpace Sequencing Hub. Count files were uploaded back to the GeoMx DSP instrument and indexed with the corresponding slide scans for analysis.

#### Data processing and analysis.

Data normalization, quality control, and analysis were conducted by the UPMC Hillman Cancer Bioinformatics Services. Following the GeoMX NGS pipeline (sequencing saturation 92% ± 0.12% [mean ± SEM]), the resulting read count matrix was passed through a robust QC procedure to remove ROIs of low surface area (<5,000 μm^2^) or low perfect aligned reads (<80%) and probes of low quality or identified as global or local outliers (fails Grubbs outlier test in ≥20% segments). The remaining data were Q3 normalized and log_2_ transformed. Genes of low expression (<5.2 log_2_-transformed and normalized read counts representing the target transcript abundance, based on the distribution of negative probe expression) were removed prior to statistical comparisons. Genes differentially expressed between groups of interest were detected using gene-wise linear modeling in R (limma, v3.50.3), with *P* values adjusted for false discovery rate. Contrasts of groups were performed using *t* tests at a significance level of 0.05.

#### Histomorphometric analysis and multicolor IF.

The 4 μm front and back paws sections were stained with Alcian Blue Hematoxylin/Orange G (Sigma-Aldrich). Skin sections were stained with H&E. Pannus area, soft tissue inflammation, and skin thickness were measured with the outline tool of the Observer.Z1 Axioplan Zeiss microscope (Carl Zeiss) or using ImageJ software (NIH).

#### IF studies.

Tissue sections were blocked with 10 μg/mL Fc block (clone 2.4G2, BE0307, RRID:AB_2736987, BioXcell) plus 5% donkey serum in PBS for 30 minutes at room temperature. Endogenous biotin was blocked with a commercial biotin-avidin kit (SP-2001, Vector Laboratories). Slides were next incubated overnight at room temperature, with antibodies specific for CD45 (LS-B14248, RRID:AB_2889893, LifeSpan Biosciences), CD14 (BAF383, RRID:AB_356435, R&D Systems), α-smooth muscle actin (clone 1A4, MS-113-P1, RRID:AB_64002, Thermo Fisher Scientific), Ki67 (100130-MM22, Sino Biological), CD8α (10980-MM38, RRID:AB_2857992, Sino Biological), CD3ε (clone M-20, sc-1127, RRID:AB_631128, Santa Cruz Biotechnology), T-bet (clone H210, sc-21003, RRID:AB_2200557, Santa Cruz Biotechnology), IL-32 (GTX85070, RRID:AB_10726000, GeneTex), or CXCL14 (10468-1-AP, RRID:AB_2086070, Proteintech). To detect primary antibodies, slides were incubated for 1 hour at room temperature with Cy3-donkey anti-goat Ig G (705-166-147, RRID:AB_2340413), Alexa Fluor 647 donkey anti-mouse Ig G (715-606-150, RRID:AB_2340865), and biotin-donkey anti-rabbit (711-066-152, RRID:AB_2340594) followed by Alexa Fluor 488 streptavidin (016-010-084, RRID:AB_2337236). Secondary antibodies and streptavidin were purchased from Jackson ImmunoResearch Laboratories. Slides were washed and mounted with Vectashield mounting medium with DAPI (H-1500, Vector Laboratories). Representative images were taken with a Zeiss Axioplan inverted microscope and recorded with a Hamamatsu camera.

#### Statistics.

We used GraphPad Prism software (version 9.0) for all statistical analyses. Shapiro-Wilk normality test and 2-way ANOVA were applied to compare multiple groups. Data are shown as the mean ± SD, and *P* ≤ 0.05 was considered significant.

#### Study approval.

The University of Rochester Committee on Animal Resources approved the murine experimental protocol (102265). The IRB protocol was approved by the Human Subjects IRB at the University of Rochester Medical Center (IRB 6453). Human blood and sera were collected with written and informed consent from healthy individuals, patients with PsO, and patients with PsA.

*Data availability*: The NanoString expression data have been deposited at the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE268695). Spatial transcriptomics was performed in areas enriched with CD45^+^ immune cells or CD8^+^ T cells. Data were generated with 12 mice: 4 NSG-SGM3 mice reconstituted with blood from 4 healthy individuals, 4 NSG-SGM3 mice reconstituted with blood from 4 patients with PsA, and 4 NSG-SGM3 mice reconstituted with blood cells from 4 patients with PsO. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Study design was provided by MLGH and CTR. The study was conducted by DM, JF, EMM, TB, MLGH, and JRM. Data analysis was provided by MLGH, SB, BI, RB, and TB. Data interpretation was provided by MLGH, JRM, AP, FT, and CTR. The manuscript was drafted by MLGH, CTR, and JRM. MLGH, JRM, CTR, and AP revised the manuscript. Authors approved the last version of the manuscript. MLGH and CTR take responsibility for the integrity of the data analysis.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
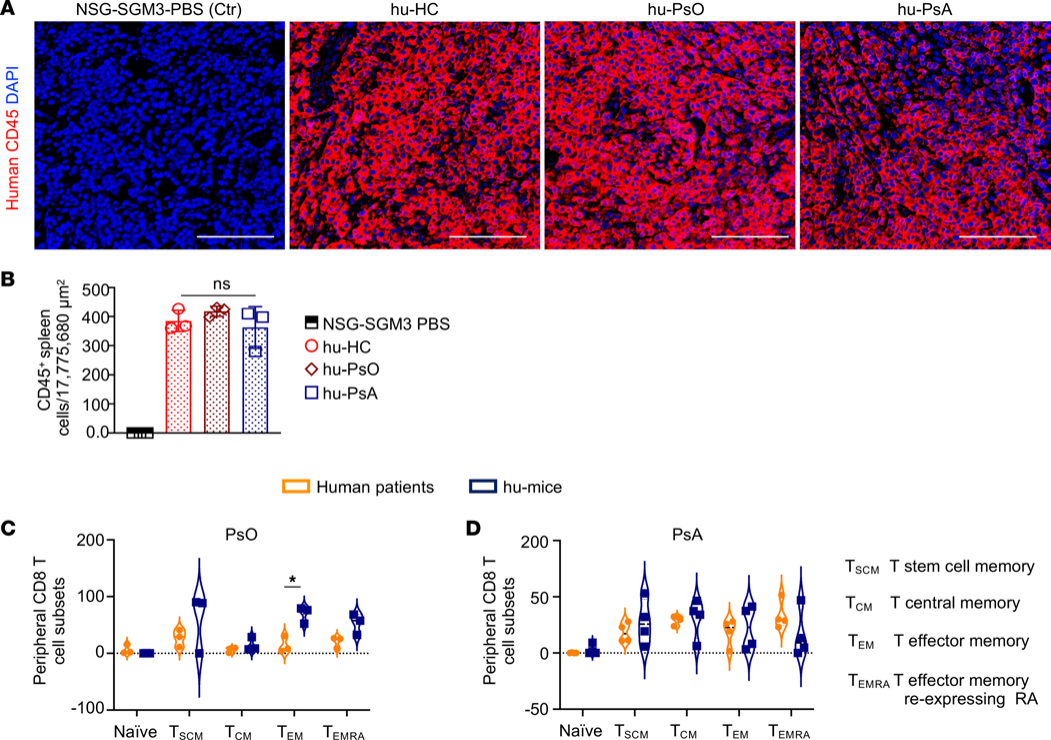
Reconstitution efficiency of human cells in NSG-SGM3 mice. (**A**) Comparable reconstitution of spleen from humanized mice (hu-HC, hu-PsO, hu-PSA) with CD45^+^ human hematopoietic cells. (**B**) CD45^+^ cell counts in 3 randomly selected areas of 17,775,680 μm^2^ images. (**A** and **B**) Representative images (original magnification, ×200) were taken with a Zeiss Axioplan microscope and recorded with a Hamamatsu camera. Scale bar: 200 μm. Data are shown as the mean ± SD. *n* = 3 mice engrafted with PBMCs and sera from 3 patients. Statistical significance was calculated by 2-way ANOVA and Tukey’s multiple comparison test. (**C** and **D**) Flow cytometry analysis of blood from (**C**) patients with PsO and hu-PsO mice and (**D**) patients with PsA and hu-PsA mice. Human and mouse PBMCs were incubated with antibodies against CD8-PEcy5, CD62L-PB, CD45RA-BV711, CCR7-AF421, FAS-BV785, and CD3-AF700 to determine the percentage of CD8^+^ T cell subsets. Stained cells were acquired in an LSR-11 flow cytometer, and the percentage of cells was defined with FlowJo and GraphPad Prism. Violin plots represent the average SD of patients with PsO (*n* = 4), patients with PsA (*n* = 4), hu-PsO mice (*n* = 3), and hu-PsA mice (*n* = 4). *P ≤ 0.05.

**Figure 2:**
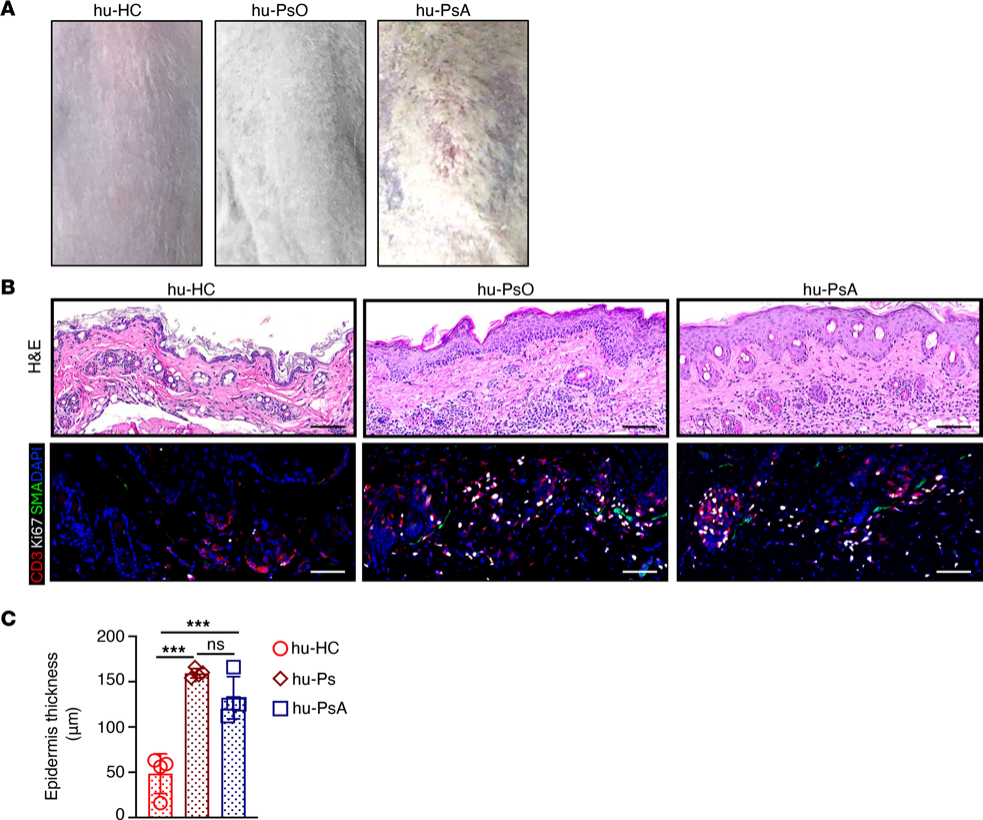
NSG-SGM3 mice develop psoriasiform lesions 30 days after injection of sera and PBMCs from patients with psoriasis. (**A**) Photographs show skin histology in hu-HC mice (left) and psoriasiform plaques in mice injected with sera and PBMCs from patients with psoriasis (middle) and patients with PsA (right). (**B**) Skin histology in hu-HC mice (top left) contrasts with increased epidermal thickness and histological features of psoriasis in hu-PsO (top middle) and hu-PsA mice (top right). Skin sections were stained with antibodies specific for CD3ε (red), α-smooth muscle actin (green), and Ki67 (white). Nuclei were labeled with DAPI. Minimal T cell proliferation and α-smooth muscle actin^+^ cells were found in skin of hu-HC mice (bottom left). Proliferative T cells and α-smooth muscle actin were increased in hu-PsO (bottom middle) and hu-PsA mice (bottom right). (**C**) Epidermal thickness was significantly increased in mice injected with sera and PBMCs from patients with PsO (*n* = 4) and patients with PsA (*n* = 4) but not in mice receiving cells and sera from HCs (*n* = 4). Representative H&E were taken with a VS120 Slide Scanner. Scale bar: 1,000 μm. 5 × 4 mosaic IF images were taken (original magnification, ×200) with a Zeiss Axioplan microscope and recorded with Hamamatsu camera. Scale bar: 200 μm. Statistical significance was calculated by 2-way ANOVA and Tukey’s multiple comparison test. ***P ≤ 0.0005.

**Figure 3:**
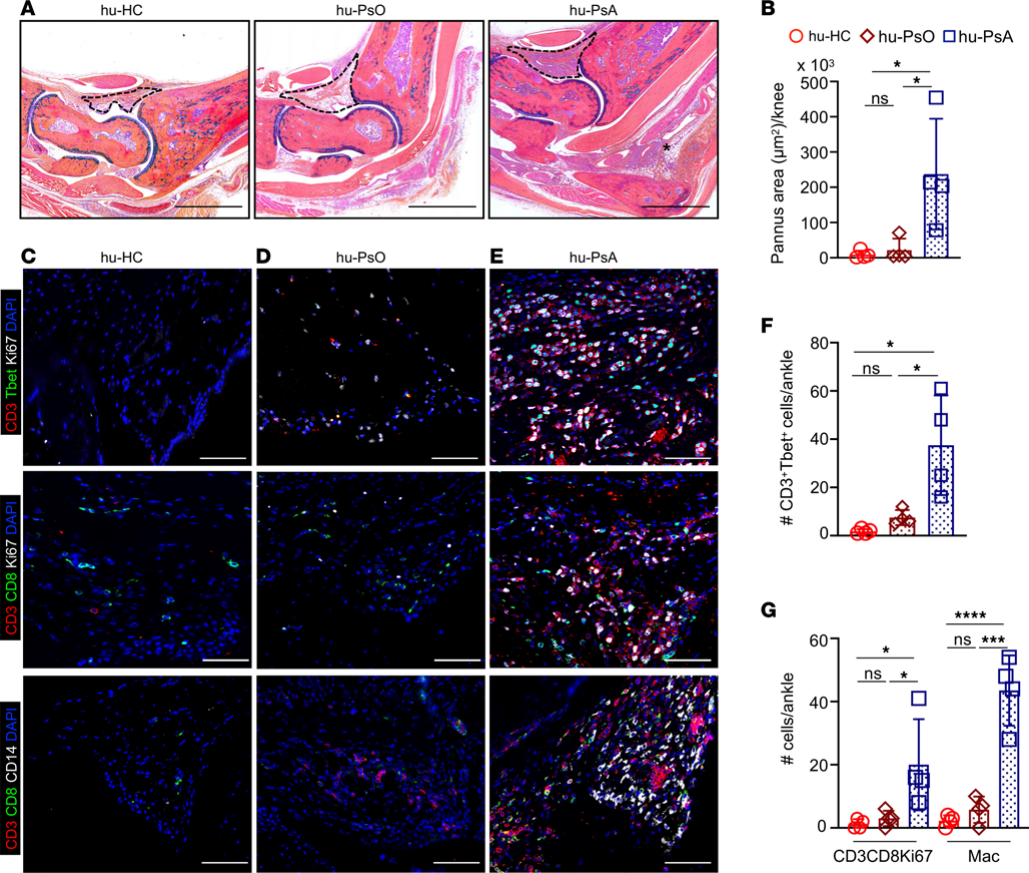
Synovial inflammatory infiltrating cells are abundant in hu-PSA mice. (**A**) Ankle tissue sections stained with Alcian blue showed extensive immune cell infiltration and (**B**) expanded pannus area in hu-PsA mice (right), compared with hu-PsO (middle) and hu-HC mice (left). Representative Alcian blue images were taken with a VS120 Slide Scanner. Scale bar: 1,000 μm. (**C**–**E**) CD3^+^T-bet^+^ Ki67^+^ proliferative type 1 T cells (top: CD3, red; Ki67, white; T-bet, green), proliferative CD3^+^CD8^+^ T cells (middle: CD3, red; CD8, green; Ki67, white), and CD14^+^ macrophages (bottom: CD3, red; CD14, white; CD8, green) were enriched in the (**E**) synovial tissue of hu-PsA mice compared with CD8^+^ T cells in (**C**) hu-HC and (**D**) hu-PsO mice. IF 3 × 3 mosaic images (original magnification, ×200) were taken with a Zeiss Axioplan microscope and recorded with a Hamamatsu camera. Scale bar: 200 μm. (**F** and **G**) Data are shown as the average ± SD of (**F**) CD3^+^T-bet^+^ and (**G**) CD3^+^ CD8^+^Ki67^+^ and CD14^+^ cells in the hu-PsA ankle. *n* = 4 mice NSG-SGM3 mice reconstituted with PBMCs and sera of 4 individual patients. Significance was calculated by 2-way ANOVA and Tukey’s multiple comparison test. *P ≤ 0.05, ***P ≤ 0.0005, ****P ≤ 0.0001.

**Figure 4:**
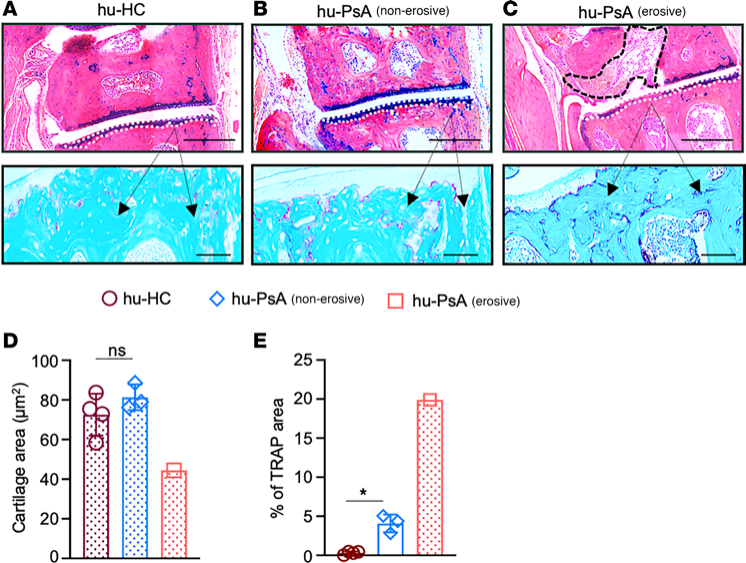
Bone damage in hu-PsA mice. (**A**) hu-HC and (**B**) hu-PsA mice stained with Alcian blue generated with PBMCs from a healthy individual or a patient with PsA with no bone erosion did not show cartilage degradation (outlined with white dotted lines) or enhanced TRAP deposition, compared with (**C**) mice engrafted with PBMCs from a patient with hu-PsA with a bone erosive phenotype (pannus areas outlined with black dotted line). Representative Alcian blue images were taken with Olympus VS120 Slide Scanner. Scale bar: 1,000 μm (top). 5 × 4 mosaic images of TRAP staining were taken at ×200 magnification with a Zeiss Axioplan microscope and recorded with a Hamamatsu camera. Scale bars: 200 μm (bottom). (**D** and **E**) Graphs show (**D**) smaller cartilage areas and (**E**) bigger TRAP areas in hu-PsA mice compared with hu-HC mice or hu-PsA with no bone erosive phenotype. Data are shown as the average ± SD of 4 hu-HC and 3 hu-PsA mice (without bone damage). Two-way ANOVA and Tukey’s multiple comparison test. *P ≤ 0.05.

**Figure 5:**
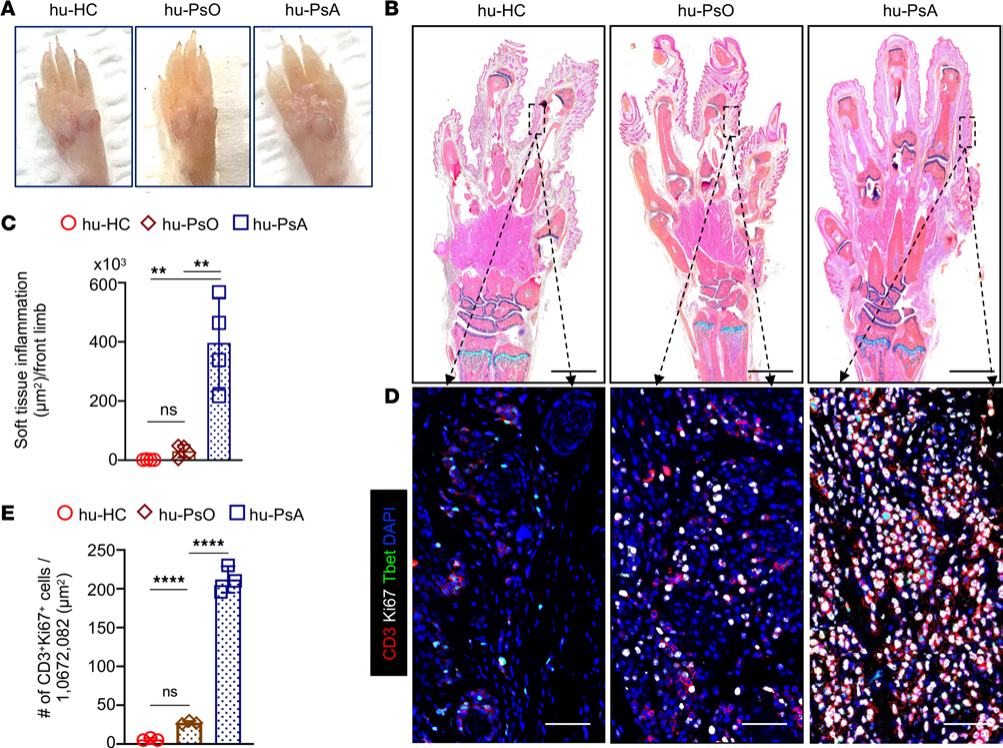
Dactylitis in hu-PsA mice. Front limbs from hu-HC, hu-PsO, and hu-PsA mice were collected on day 30 after sera and PBMC injection. (**A**) Diffuse third and fourth digit swelling or dactylitis was noted in hu-PsA mouse with higher areas of soft tissue inflammation. (**B**) Tissue sections stained with Alcian blue show extensive inflammation in a hu-PsA mouse that correlated with dactylitis phenotype in a patient with PsA. Alcian Blue images were taken using an Olympus VS120 scanner. (**C**) Inflammatory areas in soft tissue areas were measured with a QuPath 3.0 tool. Scale bar: 1,000 μm. Data are shown as the average ± SD, *n* = 4 mice. Two-way ANOVA and Tukey’s multiple comparison test was used to calculate significance. **P ≤ 0.005. (**D** and **E**) Immune infiltrating cells were more numerous in hu-PsA mice than in hu-HC and hu-PsO mice and were mainly proliferating CD3^+^ T cells (red) expressing the Ki67 proliferative nuclear marker (white) and T-bet (green). The graph shows the number of proliferative CD3 T cells in tissue sections from hu-HC (*n* = 4) and hu-PsO (*n* = 4) mice and a hu-PsA (3 random dactylitis areas) mouse. Representative IF area from of 20 × 20 mosaic images were taken (original magnification, ×200) with a Zeiss Axioplan microscope and recorded with a hamamatsu camera. Scale bar: 200 μm. Significance was calculated with 2-way ANOVA and Tukey’s multiple comparison test. ****P ≤ 0.0005.

**Figure 6:**
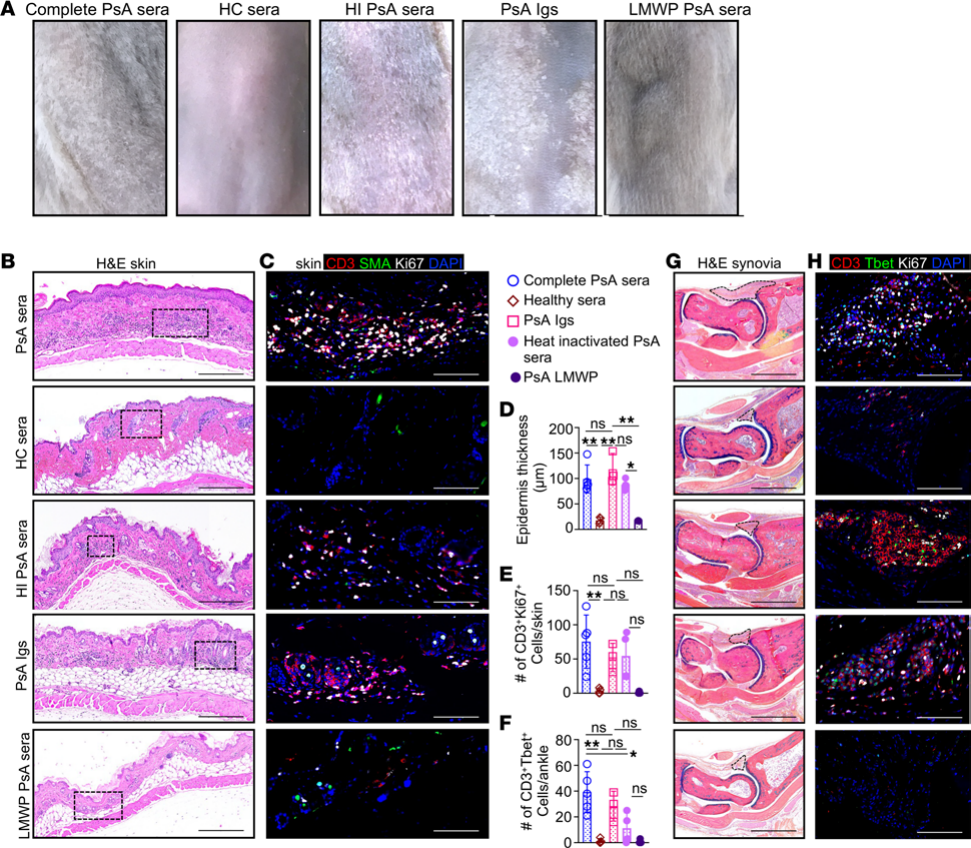
Immunoglobulins, but not complement, are essential to induce psoriasiform lesions and arthritis in hu-PsA mice. (**A**–**C**) Representative photographs and histology of skin from NSG-SGM3 mice injected with immunoglobulins, complete or heat-inactivated (HI) sera from a patient with PsA show (**A**) psoriasiform lesions, (**B**) increased epidermal thickness, and (**C**) substantial accumulation of proliferating CD3 T cells (CD3, red; Ki67, white) compared with mice injected with low-molecular-weight proteins or HC sera. (**D**–**F**) Morphometric analysis of (**D**) epidermal thickness and (**E**) the number of proliferative T cells or (**F**) type 1 T cells. The graphs show the average ± SD of 4 mice injected with sera and PBMCs from the same patient. Significance was calculated with 2-way ANOVA and Tukey’s multiple comparison test. *P ≤ 0.05; **P ≤ 0.005. (**G** and **H**) Representative cropped (original magnification, ×200) images from a 6 × 4 mosaic of hu-PsA mice generated with complete sera, HI sera, or immunoglobulins isolated from PsA sera show (**G**) bigger pannus areas and (**H**) abundant proliferative T cells compared with mice injected with low-molecular-weight proteins from a patient with PsA sera or HC sera. Scale bar: 1,000 μm (bright-field images); 200 μm (IF images).

**Figure 7:**
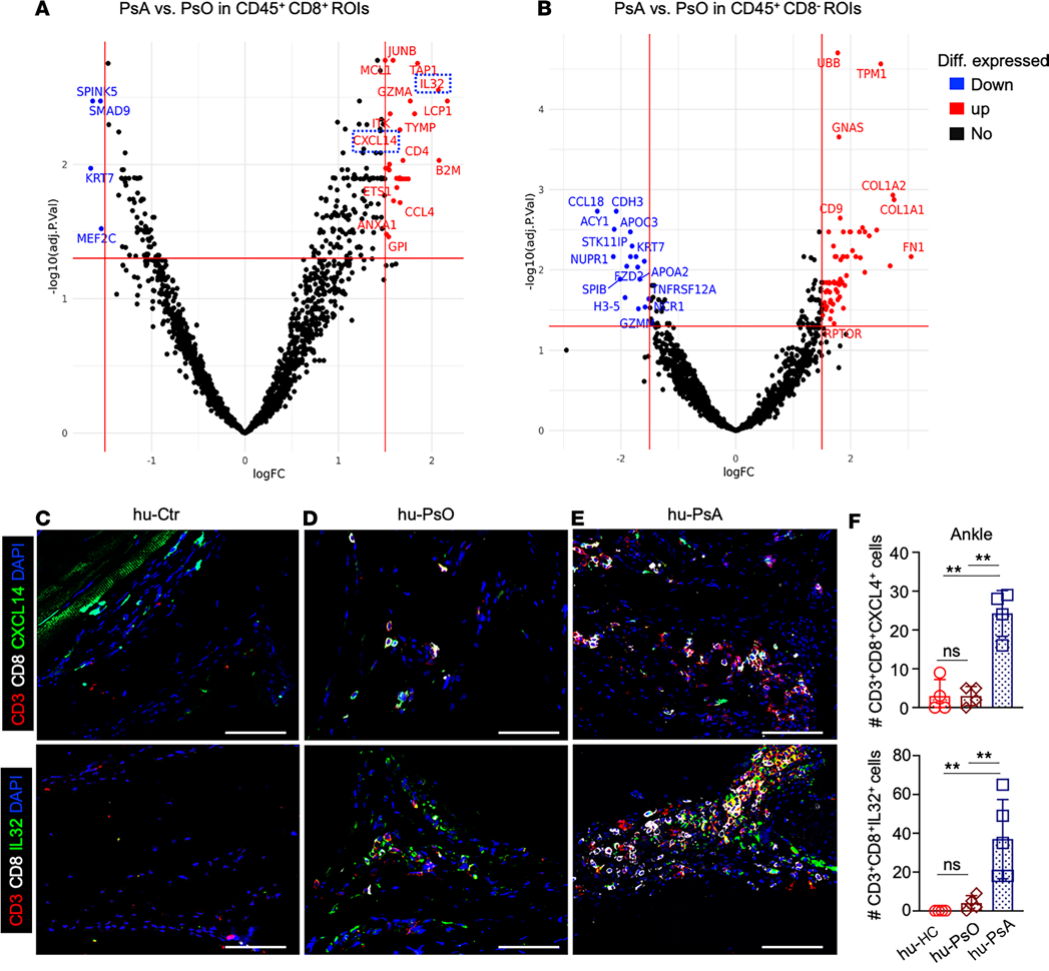
Spatial cellular and molecular profiles in ankle synovial tissue of humanized mice. (**A** and **B**) Representative volcano plots show highly differentially up- (red) and downregulated (blue) genes selected in the areas containing (**A**) CD45^+^ hematopoietic and (**B**) CD8^+^CD45^+^ cells (hu-PsO: *n* = 4, hu-PsA: *n* = 4). Infiltrating synovial cells produced IL-32 and CXCL14. (**C**–**E**) Synovial tissue sections from (**C**) hu-HC, (**D**) hu-PsO, and (**E**) hu-PsA mice were stained with CD3 (red), CD8 (white), CXCL4 (green; top), or IL-32 (green; bottom) antibodies. Representative (original magnification, ×200) images were taken with a Zeiss Axioplan microscope and recorded with a Hamamatsu camera (*n* = 4 hu-HC; *n* = 4 hu-PsO; and *n* = 4 hu-PsA mice). Scale bar: 100 μm. (**F**) CXCL14^+^ (top) and IL-32^+^CD8^+^ T cell numbers (bottom) are higher in hu-PsA than hu-HC and hu-PsO mice. Statistical significance calculated with 2-way ANOVA and Tukey’s multiple comparison test. **P ≤ 0.005.

**Figure 8:**
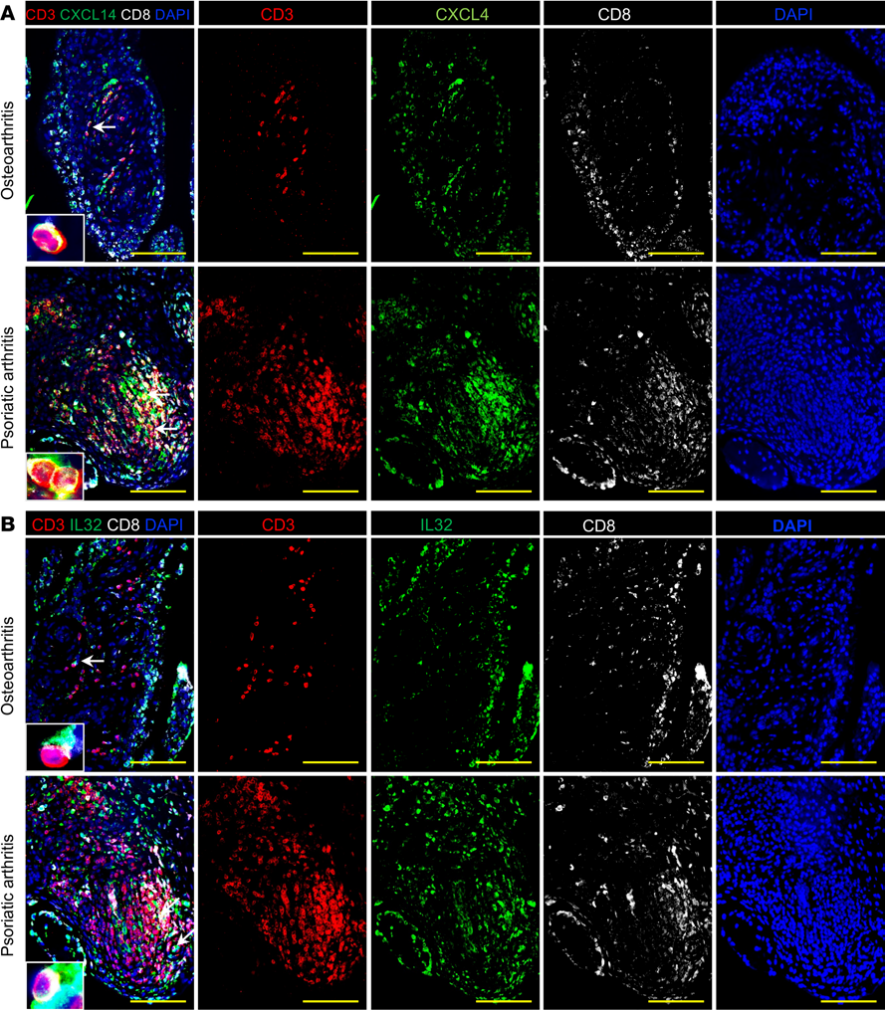
CXCL14- and IL-32–producing cells are abundant in the synovia of a patient with PsA. Synovial tissue sections from patients with PsA or osteoarthritis (OA) were stained with antibodies specific for CD3 (red), CD8 (white), and (**A**) CXCL4 (green) or (**B**) IL-32 (green). DAPI was used to stain nuclei. Representative (original magnification, ×200) composite and individual channel images show a few CXCL4-producing immune and synovial lining cells in the synovia of a patient with OA. In contrast, CXCL14 is produced by immune cells in lymphocytic clusters, CD3^+^CD8^+^ T cells, and lining cells in the synovia of a patient with PsA. IL-32 is similarly detected in a few immune and synovial lining cells in a patient with OA. CD8^+^IL-32^+^ cells are localized in structures resembling blood vessels, inside lymphocytic clusters, and in PsA synovial lining. High-magnification insets and white arrows show the colocalization of CD3 with CD8, IL-32, or CXCL14. Scale bars: 100 μm.

**Figure 9:**
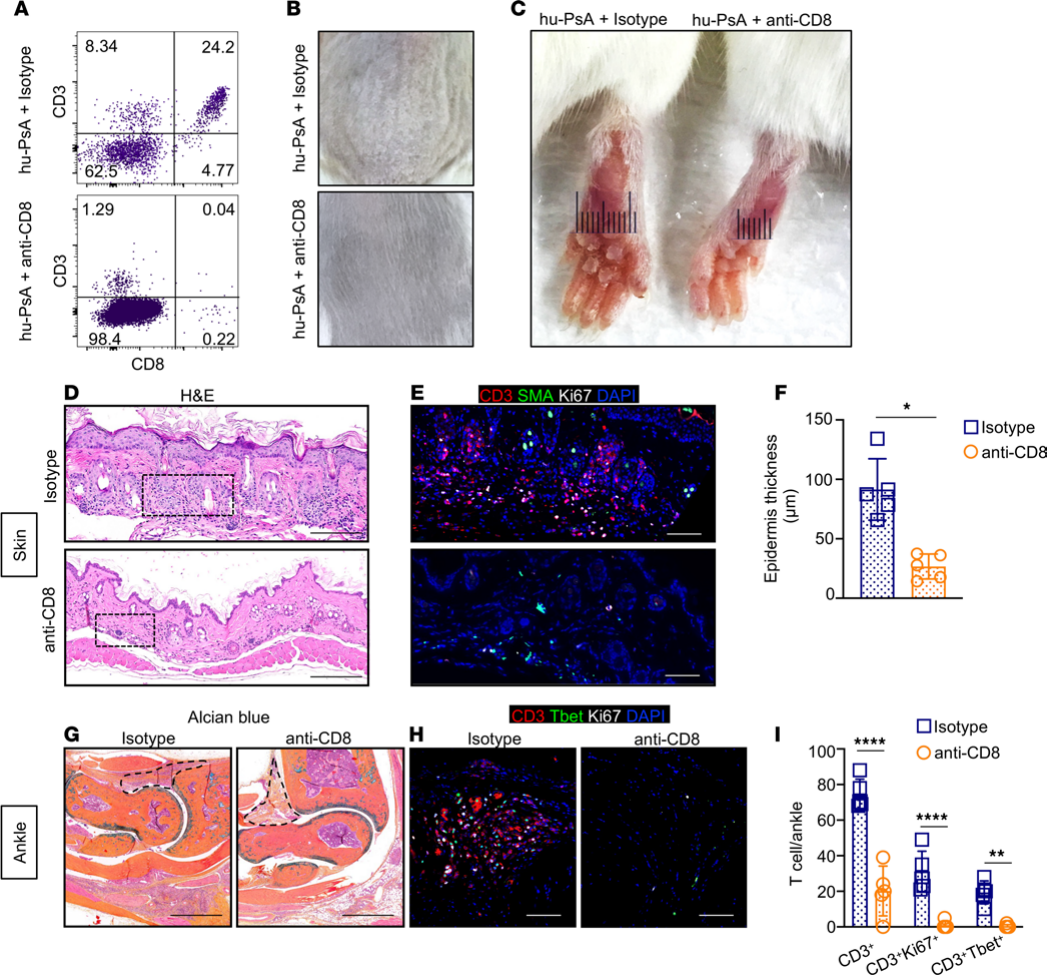
CD8^+^ T cell depletion ameliorates psoriasis and arthritis in humanized mice. (**A**) PsA mice were injected with anti-CD8 or isotype control antibodies at the time of PBMC injection. At day 30 after transfer, mouse PBMCs were stained with a DEAD/LIVE marker and nonspecific binding blocked with human TruStain FcX Fc receptor blocking solution. The percentage of CD19^–^CD3^+^CD8^+^ T cells was defined with FlowJo to determine the efficiency of CD8^+^ T cell depletion. (**B** and **C**) hu-PsA mice injected with CD8 antibodies did not develop psoriasiform lesions or ankle swelling, compared with mice injected with isotype control antibodies. (**D**) Epidermal hypertrophy and numerous dermal infiltrating cells were observed in the skin of hu-PsA mice injected with isotype control antibodies. (**E**) Infiltrating CD3^+^ T cells (red) and Ki67^+^ proliferating cells in skin of humanized mice. (**F**) CD8^+^ T cell depletion significantly reduced epidermal thickness in hu-PsA mice. (**G**) Pannus areas were visualized in hu-PsA treated with isotype control or CD8^+^ T cell–depleting antibodies. The dashed line outlines pannus areas. (**H**) Proliferative type 1 T cells (CD3, red; T-bet, green; Ki67, white) and proliferating T cells (CD3, red; Ki67, white) were decreased in CD8^+^ T cell–depleted mice. Representative images of Alcian Blue and H&E stain were taken with an Olympus VS120 scanner. Scale bars: 1,000 μm. IF 3 × 3 mosaic images were taken (original magnification, ×200) with a Zeiss Axioplan microscope and recorded with a Hamamatsu camera. (**I**) Quantitation of CD3^+^ T cells, CD3^+^Ki67^+^ proliferating T cells, and CD3^+^T-bet^+^ type 1 T cells in ankle synovial tissue of hu-PsA mice. Scale bar: 200 μm. *n* = 5 mice reconstituted with PBMCs and sera from different patients with PsA in each group. Significance was calculated with 2-way ANOVA and Tukey’s multiple comparison test. *P ≤ 0.05; **P ≤ 0.005; ****P ≤ 0.0001.

**Table 1:**
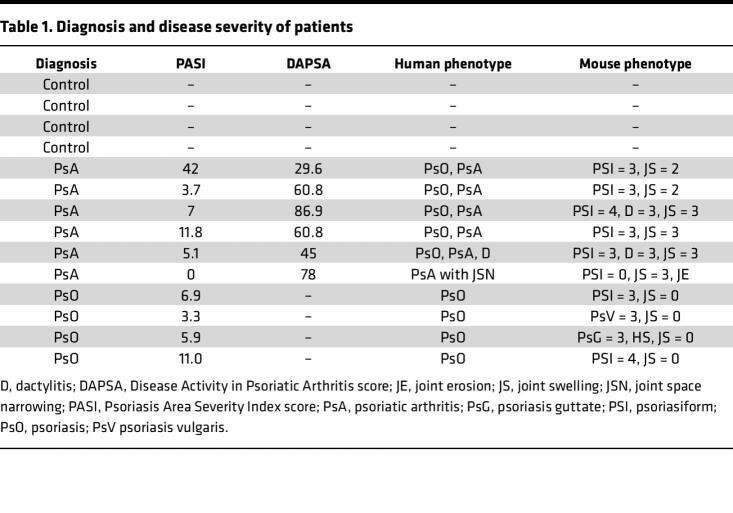
Diagnosis and disease severity of patients

## Version 1 08/08/2024

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

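Spatial expression of human genes was measured with the GeoMx digital spatial profiler in 95 regions of ankle synovium from hu-HC, hu-PsO and hu-PsA mice. The authors stained sections for human CD45 and CD8, selected regions by fluorescence, sequenced the released barcodes, removed regions and probes of low quality, normalized by the third quartile and compared groups with limma 3.50.3. As deposited by the authors, the raw values are expected counts rather than whole counts, the geometric means of the counts of up to 5 probes per target: of 1812 targets, 1804 became whole numbers in every region tested when raised to a power from 1 to 5 (within 0.001), and 8 did not. As deposited by the authors, the normalized values are a background-subtracted signal on a linear scale and hold the raw value minus the Negative Probe, set to at least 1, times a factor of each region. This is another unit than the one planned for from the methods, so before any comparison the normalization by the third quartile that the methods describe was computed from the raw values and used throughout, and the deposited values became an alternative.

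Values are log2 of the raw value divided by the third quartile of its region and multiplied by the geometric mean of the third quartiles. No pseudocount was added. The median log2 ratio of the third quartile to Negative Probe was 0.42 in hu-HC, 0.37 in hu-PsO and 0.34 in hu-PsA, so that most targets lay near background and small changes on this scale are compressed. The median total count was 48005 in hu-HC, 108391 in hu-PsO and 106133 in hu-PsA. Of 1809 targets, the 1286 at 5.2 or more in at least 10% of regions were tested. The Negative Probe and 2 Y-linked targets were left out.

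Groups were taken from the sample labels. hu-PsA was compared with hu-PsO, hu-PsA with hu-HC and hu-PsO with hu-HC in 1 linear model (limma 3.58.1) over all regions, and the 2 slides of each group were compared with each other. A gene was called at an adjusted p under 0.05, and genes past 1.5 on the log2 scale were counted as well. Tests are over regions and are two-sided, and as regions of a mouse are not independent, the same comparisons were made with the slide as a random block and on slide means. The block took 1 correlation within slides, 0.033, for all genes. Its p-values can therefore still be too small for genes whose slides differ more. A slide pair sets the mean of a slide of one group against that of a slide of the other.

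Before the data were examined, 29 gene lists were fixed, of which 27 had at least 2 tested genes. They are T cell identity, CD8 coreceptor, cytotoxic effector, type 1 T cell, IL-17 axis, cytokines the paper ties to IL-32, MHC class I presentation, MHC class II presentation, interferon response, chemokines, proliferation, immune checkpoint and exhaustion, regulatory T cell, NK cell, B cell, plasma cell, macrophage and monocyte, granulocyte, dendritic cell, fibroblast and matrix, endothelial, muscle, osteoclast and bone resorption, matrix metalloproteinases, epithelial, liver, early response and stress, NF-kB and TNF signaling and housekeeping reference. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. With the slide as a random block, camera was run on the test statistics of the blocked model. The tests were tried for hu-PsA against hu-HC on 60 shuffles of all 95 regions, after the mean of each group was removed. These shuffles hold no group effect and also break the grouping of regions by slide, so their shares apply to independent regions. Of p-values there, 20.4% were under 0.05 for camera at the preset correlation, 2.22% at the estimated correlation, 5.12% for fry and 0% for the mixed test of fry, whose median p was 1. The mixed test of fry therefore cannot call a list in this design, and roast with 9999 rotations was added after this was seen (4.88% under 0.05).

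The genes named were fixed by rule before the data were examined, with Figure 7 of the paper known: for each comparison the 10 largest rises and the 10 largest falls among called genes with 1 direction in all 4 slide pairs, 60 genes the paper names (53 tested), and up to 4 genes of each list with the largest change. CSF2 and IL3 between slides were chosen after their values were seen.

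Alternatives fixed before the data were examined were no filter, 2 other filters, quantile normalization, scaling to housekeeping genes, pseudocounts of 1 and 0.5, a model of only the 2 groups compared, the mean of T cell identity genes as a covariate, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on rounded raw values, and leaving out each of the 6 slides. The standard error given for edgeR is the log2 fold change divided by the root of its F. Added after the data were seen were the deposited values with either filter, the log2 ratio of the third quartile to Negative Probe as a covariate, and leaving out the 10 regions of lowest total count. Tests were also tried on simulated data of the same size, with slide differences removed and each gene shuffled separately over all regions. Of changes of 0.3 on the log2 scale, limma recovered 94% between hu-PsA and hu-PsO and 92% between hu-PsA and hu-HC. Of changes of 0.6, it recovered 99% in both. Among unchanged genes, 10 and 14 were called in these 2 comparisons. The shares recovered apply to independent regions without slide differences, which the real regions are not. No 2 regions held identical values. Software was R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Immunofluorescence, flow cytometry and histology were not analysed here.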

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

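For hu-PsA against hu-HC the tests of signal over background, slides and T cell content, the comparison in the deposited values, and both tests of CSF2, were chosen after the result was seen.

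The paper's text and figures show no comparison of hu-PsA with hu-HC for the spatial data (its supplement was not used here), and between these groups limma called 250 genes, 150 higher and 100 lower in hu-PsA. The balance of directions depended on the scaling, with 25 higher and 102 lower after housekeeping scaling, 113 and 220 with a pseudocount of 1, 130 and 151 with a pseudocount of 0.5, 107 and 95 after quantile normalization, and 22 and 271 in the deposited values. A difference in signal over background as the whole cause is argued against by the 250 calls. All kept their sign and passed with each region's signal over background as a covariate. That log2 ratio differed little between the groups, at 0.43 ± 0.15 (SD) in hu-HC and 0.39 ± 0.18 in hu-PsA, so the covariate could remove few calls. It also does not cover the balance of directions, which turned in the deposited values, from which background is subtracted. At most 1 gene differed between the 2 slides of either group, which argues against slide differences of that size as the whole cause. The 2 slides of hu-PsO differed in 184 genes, however, so larger slide differences occur in this experiment and are not excluded. With the slide as a random block, whose p-values can also be too small, 79 genes passed, and 0 did on slide means, 2 per group (206 at an unadjusted p under 0.05). Over regions edgeR called 152 and DESeq2 120. A batch that covers both slides of a group stays open as well and cannot be told apart from the group, since each slide holds 1 group. With the T cell identity mean as a covariate, 120 of the 250 passed with the same sign, which does not decide whether T cell content accounts for the pattern, and the disease of the donors stays open as well. Of 100 splits of single regions the real one alone, 1 of 100, gave as many genes (highest other 222), but these splits take regions as independent, which regions of a mouse are not. Genes that vary together over regions can give a split as high as 222, so it does not show a structure by slide or mouse. By whole slides there are 3 groupings, too few for a share under 0.05, with 250 genes for the real one and 3 and 1 for the others.

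CSF2, which encodes GM-CSF, differed between the slides of a group, in values that had been seen when it was chosen: on slide 2 of hu-HC it was higher than on slide 1 by 1.51 on the log2 scale (6.60 ± 0.74, n = 17 regions, against 5.09 ± 0.29, n = 14; SE 0.19, adjusted p = 1.22e-06 from limma), and on slide 4 of hu-PsA against slide 3 the difference was -1.14 (5.21 ± 0.16, n = 15, against 6.35 ± 0.60, n = 15; SE 0.15, adjusted p = 1.57e-05). A difference in T cell content as the whole cause is argued against by the 97.3% of the difference, in the lower of the 2 groups, that was kept with the T cell identity mean as a covariate. That covariate measures the content of T cells and not their activity, which was not tested. NSG-SGM3 mice carry 3 human transgenes, SCF, GM-CSF and IL-3. IL3 differed in the same direction in both groups by limma (0.41 in hu-HC, unadjusted p = 4.05e-04, and -0.24 in hu-PsA, unadjusted p = 0.0113). Neither passed the adjusted test, and RNA of the transgenes is a candidate explanation. The engrafted human cells carry these genes too, and their RNA was not told apart from that of the transgenes. IL3 therefore does not decide between these sources. Where it was lower, IL3 lay at background, at 4.82 on slide 1 and 4.82 on slide 4, with the Negative Probe at 4.80 and 4.91. The sizes of the IL3 differences are therefore not a measure of its fold change. KITLG, which encodes SCF, lay under the limit for testing, and differed by 0.17 in hu-HC (unadjusted p = 0.0288) and by -0.12 in hu-PsA (unadjusted p = 0.218, and -0.04 with an unadjusted p of 0.54 with the T cell identity mean as a covariate). The values of IL3 in hu-HC had been seen before this test was written, and which mice lay on which slide is not known. In hu-PsO the difference of CSF2 between slides 7 and 6 was -0.24 (SE 0.08, adjusted p = 0.0386), and with the T cell identity mean as a covariate it was -0.17 (SE 0.08, adjusted p = 0.302) and no longer passed, so T cell content stays open in hu-PsO, and there IL3 differed by 0.08 (unadjusted p = 0.178).

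Between hu-PsA and hu-PsO limma called 4 genes, while the 2 slides of hu-PsO differed in 184. A difference in signal over background as the whole cause is argued against by the 4 of 4 calls that kept their sign and passed with that covariate. Its mean was 0.39 in both groups (SD 0.12 in hu-PsO and 0.18 in hu-PsA), so it could hardly remove a call. The test of slide, mouse or donor differences unrelated to the disease met its prediction. It gave 184 genes between slides of 1 group and 0 on slide means (40 at an unadjusted p under 0.05). Slide means called 0 genes in each of the 3 comparisons of groups, so that part of the prediction could hardly fail. With the slide as a random block, which was not part of the prediction, limma called 0 genes (85 at an unadjusted p under 0.05). Over regions edgeR called 12 genes and DESeq2 4. Slide, mouse or donor differences may account for the 4 genes, with the disease of the donors open as well. Of 100 splits of single regions 2 gave as many genes, the real one included, and the highest other split gave 125, several times the real 4. Genes that vary together over regions can give such a split, so it does not show a structure by slide or mouse. Of the 3 groupings of whole slides, too few for a share under 0.05, slides 4 and 6 against 3 and 7 gave 33 genes, more than the real 4, and slides 3 and 6 against 4 and 7 gave 0.

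Between hu-PsO and hu-HC, 1 of 100 splits of single regions gave as many genes as the real 124 (highest other 1), and of the 3 groupings of whole slides, too few for a share under 0.05, the other 2 gave 8 and 11 genes, each more than the highest other split of regions. This may reflect differences between slides, but between hu-PsA and hu-HC it was the other way, with 3 and 1 genes against 222. Between the 2 slides of a group no other grouping of slides exists, and of 100 splits of single regions 1 gave as many genes in hu-PsO (real 184, highest other 74), 1 in hu-PsA (real 1, highest other 0) and 2 in hu-HC (real 1, highest other 1). All these splits take regions as independent, so their shares are too small. For genes over 1.5 on the log2 scale the real count was 0 in each of the 3 comparisons of groups, which any split reaches (100 of 100 splits, highest other 0), so these splits decide nothing.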

How the results depend on the processing

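The covariate of signal over background, the deposited values, leaving out 10 regions and roast were chosen after the data were seen; where a value below differs from the one reported, the cause was not tested. The groups held different mice and donors, so no comparison of them could be paired. No label ties a region to a mouse, so mice could not be modelled either. The signal lay close to background, which limits all fold changes. Of the genes named, values of called genes under the alternatives kept direction and call in 62 of 87 cases between hu-PsA and hu-PsO, 1256 of 1754 between hu-PsA and hu-HC and 698 of 1015 between hu-PsO and hu-HC; 4 cases reversed, all between hu-PsA and hu-HC, and the rest kept the direction and lost the call.

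Between hu-PsA and hu-PsO, against 4 genes called, limma called 0 with the slide as a random block (85 at an unadjusted p under 0.05), 0 on slide means (40), 14 with only the 2 groups, 9 among genes with a mean of 5.2 or more (fewer genes tested), 30 after quantile normalization, 1 after housekeeping scaling, 12 with a pseudocount of 1 and 12 with 0.5, 40 with T cell identity as a covariate, 63 in the deposited values, 23 with signal over background as a covariate and 22 without the 10 regions of lowest total; edgeR called 12. Leaving out each slide gave 4 to 36 (36 without slide 6, 12 without slide 1, 8 without slide 2, 7 without slide 3).

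Between hu-PsA and hu-HC, against 250, 79 were called with the slide as a random block, 0 on slide means (206 at an unadjusted p under 0.05; edgeR 152 and DESeq2 120 over regions), 126 among genes with a mean of 5.2 or more, 127 after housekeeping scaling, 160 with T cell identity, 11 in the deposited values with their own filter (57 genes tested) and 485 with signal over background. Without slide 4 there were 79, without slide 1 83 and without slide 7 264. Genes over 1.5 on the log2 scale, 0 as reported, were 1 with T cell identity, 4 in the deposited values, 2 with their own filter, and 0 to 1 without each slide (1 without slide 3).

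Between hu-PsO and hu-HC, against 124, 10 were called with the slide as a random block, 0 on slide means (99 at an unadjusted p under 0.05), 62 among genes with a mean of 5.2 or more, 35 after housekeeping scaling, 55 by edgeR, 35 by DESeq2, 9 in the deposited values with their own filter and 297 with signal over background. Without slide 6 limma called 0 (128 at an unadjusted p under 0.05), without slide 1 16 and without slide 7 295. Between the slides of hu-PsA quantile normalization gave 3 genes, against 1.

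Housekeeping scaling moved the median of all genes to -0.13 between hu-PsA and hu-HC, and the deposited values moved it to -0.26, to -0.14 between hu-PsA and hu-PsO and to -0.10 between hu-PsO and hu-HC.

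For IL32, hu-PsA vs hu-PsO, the log2 fold change was -0.17 in the deposited values under both filters and ran from -0.029 (without slide 7) to 0.58 (without slide 6); adjusted p-values over all alternatives ran from 0.0534 to 0.991. For IL32, hu-PsA vs hu-HC, it was 0.73 on slide means and 0.52 in the deposited values under both filters, where the call was lost, and 0.62 to 0.83 without each slide (call lost without slide 2, at 0.71); adjusted p-values ran from 2.17e-06 to 0.271. For IL32, hu-PsO vs hu-HC, the call was gained at 0.47 with only the 2 groups, 0.66 by edgeR, 0.65 by DESeq2 and 0.63 with signal over background, and the range without each slide was 0.14 to 0.76. For CXCL14, hu-PsA vs hu-PsO, values without each slide ran from -0.16 (slide 7) to 0.41 (slide 6). For CXCL14, hu-PsA vs hu-HC, the call was gained at 0.34 with signal over background, and values ran from 0.27 to 0.33 without each slide. For CXCL14, hu-PsO vs hu-HC, they ran from -0.11 (slide 6) to 0.47 (slide 7).

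Between hu-PsA and hu-PsO, GZMA was at -0.017 after quantile normalization and -0.21 in the deposited values, and without each slide from -0.085 to 0.23; CD8A ran from -0.61 (slide 4) to 0.13 (slide 3), COL1A1 from -0.10 to 0.38 and LCP1 from -0.0090 to 0.49.

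Of the gene lists, camera called 4 between hu-PsA and hu-PsO, 8 between hu-PsA and hu-HC and 5 between hu-PsO and hu-HC, against 0, 0 and 0 with an estimated correlation, 0, 0 and 0 with the mixed test of fry, which cannot call here, 3, 12 and 5 with fry and 4, 22 and 16 with roast. Of 48 relations of IL32 and CXCL14 with CD8A, CD3E, CD14 and COL1A1 within slides (permutation tests, 100000 permutations), 29 passed an adjusted p of 0.05 by Pearson (23 positive, 6 negative) and 22 by Spearman (17 and 5), 12 (8 and 4) and 9 (6 and 3) after housekeeping scaling, and 19 (16 and 3) and 17 (14 and 3) without the 2 regions farthest from the median. CD14, the partner in most of the negative relations, lay under the limit for testing. No correlation is given, since the regions of a slide are not known to be independent, and for the same reason the counts passed can be too high.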

Differences from the paper's values

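The paper's values are log2 fold changes between hu-PsA and hu-PsO read by eye from Fig. 7, panels of CD45+CD8+ or CD45+CD8- regions alone, while those computed here cover both kinds of region, which the labels do not separate. In Fig. 7A, the paper's value for IL32 is about 2.1, against 0.26 here (SE 0.19); for LCP1 about 2.2, against 0.23 (SE 0.13); for B2M about 2.1, against 0.48 (SE 0.30); and for KRT7 about -1.6, against -0.15 (SE 0.06), where KRT7 lay at background in hu-PsA (4.87, with the Negative Probe at 4.89), so that -0.15 is not a measure of its fold change. In Fig. 7B, the paper's value for TPM1 is about 2.5, against 0.34 here (SE 0.11); for FN1 about 3.0, against 0.49 (SE 0.18); and for COL1A1 about 2.7, against 0.13 (SE 0.11). The panels are named here by the titles printed in the figure, while its legend names A as CD45+ hematopoietic and B as CD8+CD45+ areas. The error set against each difference is the standard error of the fold change. All 7 genes had the paper's direction in the fit over all regions. Without slide 7 the direction turned for IL32 (-0.029), LCP1 (-0.0090) and COL1A1 (-0.095), and without slide 4 for COL1A1 (-0.10). None of the alternatives set before the data were examined brought any of the 7 within the standard error.

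None of these 7 genes passed the test between hu-PsA and hu-PsO here. Of the settings run, FN1 passed with edgeR (0.72, adjusted p = 0.0248) and DESeq2 (0.75, adjusted p = 0.0367). LCP1 (0.20), B2M (0.41) and TPM1 (0.33) passed with T cell identity as a covariate, LCP1 (0.49) and KRT7 (-0.30) without slide 6, and TPM1 (0.49) without slide 3. IL32 and COL1A1 passed in none of the settings run. Of the other genes labelled in Fig. 7, CD4, TAP1, TYMP, APOC3 and ACY1 passed with T cell identity as a covariate, CD4, TAP1, TYMP, JUNB, SPINK5 and ACY1 without slide 6, and ACY1 without slide 3. Under settings chosen after the data were seen, APOC3 and CDH3 passed in the deposited values, APOC3 with signal over background as a covariate and TYMP without the 10 regions of lowest total.

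The paper finds CXCL14 and IL-32 enriched in CD8+ regions of hu-PsA joints. By immunofluorescence it also reports more CD8+ T cells with these proteins in hu-PsA than in hu-HC or hu-PsO mice. That staining, and its staining of human synovium, were not analysed here. Here IL32 passed between hu-PsA and hu-HC (0.73, adjusted p = 0.00476) and not between hu-PsA and hu-PsO (0.26, adjusted p = 0.585), and CXCL14 passed in neither (0.30, adjusted p = 0.0579, and 0.11, adjusted p = 0.756). Between hu-PsA and hu-HC, CXCL14 passed without slide 6 (0.30, adjusted p = 0.0418), without slide 7 (0.30, adjusted p = 0.0498) and with signal over background as a covariate (0.34, adjusted p = 0.0153), a setting chosen after the data were seen. The paper finds no difference between hu-HC and hu-PsO joints; its methods give a significance level of 0.05 with p-values adjusted for false discovery rate, and do not give the number of regions in which a gene had to reach the limit of expression. Here, over regions of both kinds, limma called 124 genes at an adjusted p under 0.05, 10 with the slide as a random block, 0 on slide means (99 at an unadjusted p under 0.05) and 0 without slide 6 (128 at an unadjusted p under 0.05), and of the 124 none lay past 1.5 on the log2 scale.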

Other observations

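In this part the tests on the deposited values and on shuffled regions were chosen after the data were seen. Between hu-PsA and hu-HC, some genes of matrix, of type 1 T cells and of cell division passed the test over regions as higher in hu-PsA. Of 13 genes of the fibroblast and matrix list, 4 rose and none fell (4 higher when adjusted over the list alone), among them FN1, which encodes fibronectin, at 0.77 (SE 0.19, adjusted p = 0.00242), COL3A1 at 0.71 (SE 0.14, adjusted p = 7.75e-05) and COL1A1 at 0.54 (SE 0.11, adjusted p = 2.31e-04). As a list they did not pass camera (adjusted p = 0.101), and whether these probes also bind mouse RNA was not tested. Of 11 genes of the type 1 T cell list, 4 rose and none fell (6 higher when adjusted over the list alone; camera adjusted p = 0.00231, and adjusted p = 0.202 with an estimated correlation), among them EOMES, a factor of effector T cells, by 0.17 (SE 0.05, adjusted p = 0.0123) and CXCR3, a receptor for interferon-induced chemokines, by 0.16 (SE 0.05, adjusted p = 0.0276). Both lay close to the Negative Probe of hu-HC, at 4.84. There, on slides 1 and 2, EOMES was at 4.892 and 5.075 and CXCR3 at 5.007 and 4.971. Of 26 proliferation genes, 7 rose and none fell (7 higher when adjusted over the list alone; camera adjusted p = 0.0178, and adjusted p = 0.414 with an estimated correlation), with BIRC5, close to the Negative Probe in hu-HC, at 0.23 and TYMS at 0.27. Of 18 genes of NF-kB and TNF signaling, 4 rose and none fell (5 higher when adjusted over the list alone; camera adjusted p = 0.0363, and adjusted p = 0.414 with an estimated correlation), with BIRC3, an inhibitor of apoptosis, which lay close to the Negative Probe in hu-HC, at 0.32 and TNFAIP3, which restrains NF-kB, at 0.23. Of 23 genes of the interferon response, 4 rose and 1 fell (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0176, and adjusted p = 0.202 with an estimated correlation). Of 22 genes of T cell identity, 2 rose and none fell (0 when adjusted over the list alone, 22 tested; camera adjusted p = 0.0154, and adjusted p = 0.503 with an estimated correlation). With values scaled to housekeeping genes the median log2 fold changes of these lists turned to -0.12 for fibroblast and matrix, -0.01 for type 1 T cell, -0.08 for proliferation, -0.06 for NF-kB and TNF signaling, -0.04 for interferon response and -0.02 for T cell identity, against -0.13 for all genes, and in the deposited values all but that of type 1 T cell (0.13) turned as well, against -0.26 for all genes.

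Among genes lower in hu-PsA than in hu-HC were CCL15 at -0.84 (SE 0.12, adjusted p = 1.88e-07), XCR1 at -0.36 (SE 0.05, adjusted p = 4.01e-07) and SSX1 at -1.30 (SE 0.26, adjusted p = 2.04e-04), a cancer-testis gene of a family of near-identical copies that were not told apart here. CXCL13, a chemokine that attracts B cells, rose by 0.44 (SE 0.11, adjusted p = 0.00203), and of 16 chemokines 5 rose and 4 fell (8 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.531). Of 13 epithelial genes, 5 fell and none rose (5 lower when adjusted over the list alone; camera adjusted p = 0.00231, and adjusted p = 0.202 with an estimated correlation), with KRT5 at -0.35 and KRT14 at -0.22. Of 9 endothelial genes, 3 fell and none rose (4 lower when adjusted over the list alone; camera adjusted p = 0.0344, and adjusted p = 0.414 with an estimated correlation), with TIE1, a receptor of vessels, at -0.22, although TIE1 lay at background in hu-PsA (4.89, as the Negative Probe there), so that this is not a measure of its fold change. Of 13 dendritic cell genes, 1 fell, XCR1 (1 lower when adjusted over the list alone; camera adjusted p = 0.0363, and adjusted p = 0.414 with an estimated correlation). Camera at its preset correlation gave a p under 0.05 in 20.4% of tests on shuffled regions, so its calls here are too many. Each gene with a fold change named in these paragraphs had the same direction in 4 of 4 slide pairs, as did 249 of the 250 called and 750 of the 1286 tested genes, which for the largest rises and falls was a condition in choosing them and adds no support; none passed on slide means, where limma called 0 genes (206 at an unadjusted p under 0.05; edgeR 152 and DESeq2 120 over regions), and with the slide as a random block EOMES (adjusted p = 0.0691), CXCR3 (0.117), TYMS (0.0641) and TNFAIP3 (0.0986) no longer passed. Without slide 4 COL1A1 was at 0.31 (adjusted p = 0.105), FN1 at 0.59 (adjusted p = 0.0954), EOMES at 0.11 (adjusted p = 0.308), CXCR3 at 0.08 (adjusted p = 0.472), BIRC3 at 0.18 (adjusted p = 0.183) and KRT14 at -0.15 (adjusted p = 0.145), and 79 genes passed in all. Without slide 1, 83 genes passed, and EOMES (0.08), CXCR3 (0.17), TYMS (0.27) and TNFAIP3 (0.21) did not. The same held without slide 2 for FN1 (0.63), CXCR3 (0.14), TYMS (0.27) and TNFAIP3 (0.26), and without slide 3 for TYMS (0.24) and TNFAIP3 (0.20).

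The other lists are given as genes past the test between hu-PsA and hu-HC, none of them past camera. Of 14 genes of MHC class I presentation 3 rose, of 14 of MHC class II presentation 2 rose, of 12 of immune checkpoint and exhaustion 4 rose, of 3 of regulatory T cell 1 rose, of 5 of osteoclast and bone resorption 1 rose and of 13 of housekeeping reference 2 rose. Of 11 B cell genes 1 fell, of 14 macrophage and monocyte genes 1 fell, of 6 granulocyte genes 1 fell, of 8 liver genes 1 fell and of the 2 CD8 coreceptor genes 1 fell. Of 17 genes of early response and stress 5 rose and 3 fell. None of the 2 plasma cell genes and none of the 5 matrix metalloproteinases passed. When adjusted over the list alone the counts were 3, 2, 4, 1, 1 and 2 higher, 1, 0, 1, 2 and 1 lower, 6 higher and 3 lower, and 2 higher for plasma cell. With values scaled to housekeeping genes the median log2 fold changes of MHC class II presentation, immune checkpoint and exhaustion and osteoclast and bone resorption turned to -0.08, -0.03 and -0.10, each above the -0.13 of all genes. In the deposited values these 3 were at -0.06, -0.15 and -0.28, MHC class I presentation at -0.15 and housekeeping reference at -0.13, against -0.26 for all genes, so that osteoclast and bone resorption alone of these lay below all genes. The NK cell and muscle lists had 1 tested gene each and were not tested as lists.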
